# Anthocyanin-rich extract from black beans exerts anti-diabetic effects in rats through a multi-genomic mode of action in adipose tissue

**DOI:** 10.3389/fnut.2022.1019259

**Published:** 2022-11-14

**Authors:** Karla Damián-Medina, Dragan Milenkovic, Yolanda Salinas-Moreno, Karla Fabiola Corral-Jara, Luis Figueroa-Yáñez, Erika Marino-Marmolejo, Eugenia Lugo-Cervantes

**Keywords:** black beans, type 2 diabetes mellitus, polyphenols, anthocyanins, adipose tissue, multi-genomics, nutrigenomics

## Abstract

Black beans (BB) are an important source of a range of plant bioactive compounds including polyphenols, particularly anthocyanins. Several studies support that consumption of BB is associated with health benefits, including prevention of type 2 diabetes mellitus (T2DM). However, molecular mechanisms underlying the potential health properties of BB on adipose tissue (AT) are still largely unknown. The purpose of this study was to investigate multi-genomic effects of BB intake and identify regulatory networks potentially mediating T2DM on AT. Male Wistar diabetic rats consumed an anthocyanin-rich black bean extract for 5 weeks. Global gene expression from AT, protein coding and non-coding RNA profiles were determined using RNAseq. Biological function analyses were performed using a variety of bioinformatic tools. The evaluation of global gene expression profiles exhibited significant change following BB consumption with 406 significantly differentially expressed genes, 33 miRNA and 39 lncRNA and 3 snRNA. Functional analyses indicated that these genes play an important role in regulation of PI3K signaling, NIN/NF-kB signaling, insulin secretion, and endoplasmic reticulum (ER) organization. Interestingly, transcription factors such as GATA2, or POU2AF1 demonstrated to modulate their activity by BB extract by direct interaction with polyphenol metabolites, or by interactions with cell signaling proteins, like PKB, AKT or PI3K, that could control transcription factor activity and as a result impact on adipogenesis regulation. Therefore, the constant consumption of an anthocyanin-rich black bean extract may have anti-diabetic protective effects by modulating gene expression, resulting in a promising alternative for T2DM patients.

## Introduction

According with the International Diabetes Federation (IDF), the prevalence of people with T2DM raised from 108 million to 537 million in the last 40 years. T2DM is a disease caused by the incapacity of the cells to respond to insulin effects. This disease is strongly linked with obesity resulting from the excess of body weight and sedentarism (1). Obesity is considered a complex chronic progressive disease defined as abnormal or excessive adipose tissue accumulation caused by an imbalance of energy intake and energy expenditure that leads to mild, chronic, systemic inflammation. Diet is the main risk factor that contributes to obesity (2). In a cross-sectional study from 2015 in Canadian adults, it was reported that ultra-processed food consumption, which contributed to 24-73% of total daily energy intake, was associated with higher prevalence of obesity in the studied population (3). It was also reported that high fat diets and elevated intake of red meat (4, 5) as well as high sugar intake (6) impairs health causing obesity and increase the risk of non-communicable diseases (NCD’s) such as type 2 diabetes mellitus (T2DM), dementia, myocardial infarction, stroke, hypertension, fatty liver disease and cancer (7). In general, obesity is associated with a lower life quality and expectancy by an estimated of 5-20 years depending on the severity and NCD’s (8).

Adipose tissue has a crucial role on systemic energy balance (9), playing an essential role in maintaining lipid and glucose homeostasis. The fat stored as triglycerides tends to accumulate in the subcutaneous and visceral depots, incrementing their size and producing hypertrophy, hyperplasia, and systemic metabolic dysfunction (10). The main mechanism believed to link obesity with T2DM is insulin resistance derived from adipose tissue accompanied by impaired insulin secretion by β-cells in the pancreas. Free fatty acids stimulate NF-κB and P38 MAPK signaling pathway through MyD88 and TRIF-mediated downstream pathways with a subsequent activation of TLR4 expression in adipocytes and macrophages, increasing ER stress and producing ROS, promoting the secretion of pro-inflammatory cytokines, causing the initial step of low-grade systemic inflammation (11). The pro-inflammatory adipokines secreted by adipose tissue are monocyte chemotactic protein-1 (MCP-1), tumor necrosis factor α (TNF-α), interleukin 1-β (IL-1β), and interleukin-6 (IL6) (12). The potential cellular mechanisms of obesity-induced insulin resistance start with increased systemic TNF-α which stimulates the activity of IKK, p38 MAPK, JNK, and PKC, insulin receptor substrate (IRS); impairing tyrosine phosphorylation and increasing the risk of insulin resistance in adipose tissues, muscles, and liver (13).

Lifestyle modifications with controlled calorie intake, healthy diet and increased physical activity are considered the fundamental basis of a successful treatment (2). Higher protein intake, foods with a low glycemic index and lower fat consumption may help diabetic patients (9). Moreover, recent studies suggest that the intake of fresh fruits and vegetables is related with a lower incidence of T2DM. In a randomized controlled trial, it has been explained and demonstrated how diets rich in fruits and vegetables can improve blood glucose and insulin secretion (14–17). Furthermore, studies also indicate that bioactive compounds present in fruits, vegetables, spices, legumes, edible flowers, mushrooms, and medicinal plants, are prospective candidates for the prevention and the control of T2DM (18, 19).

Fruits and vegetables are rich sources of bioactive compounds, particularly polyphenols, exerting numerous positive human health effects. Polyphenols are plant secondary metabolites that act as a defense against pathogens, diseases, predators, ultraviolet radiation, parasites, and oxidants (20). Polyphenols are widely used in the food industry as a natural antioxidant ingredient in foods by their effects on preventing lipid oxidation and oxidative rancidity (21). Polyphenols are classified as flavonoids and non-flavonoids; flavonoids are divided in 12 groups including, flavonols, flavanols, flavons, flavan-3-ols, anthocyanins, flavanones, isoflavones, and dihydrochalcone. Non-flavonoids include phenolic acids, lignans and stilbenes. Following intake of polyphenols, they undergo important metabolism (22), which start in the enterocytes of small and large intestines before being absorbed into the circulation. Once in the hepatocytes, the hydroxyl group in the flavonoids undertake glucuronidation, methylation and sulfation to be available to enter in blood circulation. The next step is their flux to all organs and finally their elimination through urine. In the large intestine, the colonic microbiota will produce an extensive breakdown of the original polyphenolic structure into a phenolic metabolites with low-molecular-weight, this will produce a better absorbability of the compounds, and its passage to the secondary phase metabolism (23).

Anthocyanins are hydrophilic pigments contained in red, violet, and blue colors of fruits and vegetables. Most abundant anthocyanins are glycosylated forms of cyanidin, delphinidin, malvidin, peonidin, petunidin, and pelargonidin. Anthocyanins are commonly linked to a sugar molecule, frequently glucose, nevertheless, rhamnose, galactose, and rutinose can also be present. Anthocyanins play an important role in obesity and diabetes prevention. Different studies have suggested that, once absorbed, anthocyanins can positively modulate GLUT4 in skeletal muscle and adipose tissue; other authors conclude that these phytochemicals may affect gastrointestinal microbiota and impact the host health (24, 25). One of the foods rich in anthocyanins are BB. The seed color of BB is determined mainly by the presence of anthocyanins, and condensed tannins (proanthocyanidins). As one of the main flavonoid groups found in BB, anthocyanins have been shown to determine the color of the seed coats, but also demonstrated to be biologically active and have potential health properties (26).

BB have been suggested to contribute to the treatment of T2DM. Anthocyanins from BB have a strong antioxidant ability to arrest free radicals along with anti-inflammatory activity (27). We previously showed through an *in silico* perspective, that polyphenols found in BB, particularly anthocyanins, could modulate the activity of proteins involved in different mechanisms of T2DM pathways (28). Molecular docking results highlighted that cyanidin 3-glucoside, delphinidin 3-glucoside, and petunidin 3-glucoside had a stronger affinity for 11β-HS, GFAT, PPARG, PTP, RTKs, and PTP, proteins related with mechanisms that can regulate different biomarkers linked to inflammation, insulin resistance, oxidative stress, glucose and lipid metabolism, insulin secretion, and carbohydrate absorption (28). The mode of action underlying the anthocyanin biological effects has been attributed only to their direct antioxidant properties. However in recent years, it has been shown that these bioactive compounds exert more complex molecular mechanisms of action, including modulation of gene expression, cell signaling, or DNA methylation (29). Most of the studies performed used targeted approaches so global mechanisms are still little known.

Taken together, the aim of this study was to characterize anti-diabetic properties of an anthocyanin-rich extract from BB and decipher, using RNAseq approach, molecular mechanisms of action of these bioactive compounds on adipose tissue in a diabetic rat model.

## Materials and methods

### Extracts preparation

We previously reported the chemical composition of BB extract (28). Polyphenol extraction from BB was performed on recently harvested BB which were finely ground until obtaining a flour consistency. The flour was mixed with a solution of ethanol (99.9%) and hydrochloric acid (0.1%). The mix was stirred for 4 h at room temperature and covered from light. The extracts were centrifuged for 20 min at 13,000 rpm, the supernatant collected and evaporated at 38°C and 90 rpm until ethanol was completely removed. The extracts were stored at −20°C overnight and lyophilized during three days at −50°C and 250 mBar. The polyphenolic powders were conserved at 4°C until their use (28).

### Animal experiments

The animal experiments were approved by the Internal Committee of Care and Use of Laboratory Animals (CICUAL) of the Center for Research and Assistance in Technology and Design of the State of Jalisco, A.C., (CIATEJ A.C.) according with the Official Mexican Standard NOM-062-ZOO-1999, concerning the technical specifications for the production, care and use of laboratory animals and NOM-087-ECOL-SSA1-2002, related to the Management of Infectious Biological Hazardous Waste -RBPI. In addition, the Standard Bioterial Operation Procedure (UEP-PNO-BIO-001) and the Animal Experimentation Laboratory Regulations (REG-SM/BM-01) were applied. A total of 24 male Wistar rats around 150 ± 20g were purchased from Envigo RMS S.A de C.V. and placed in a SPF barrier environment under standard environmental conditions (temperature 25°C, relative humidity 60 ± 5%) under 12 h light/dark cycle, with free access to water and standard diet (Envigo Teklad T.2018S.15) during the acclimation stage. After 2 weeks of acclimatization, all the rats were randomly divided into three groups (*n* = 8), namely the HE (healthy group without treatment), BB (animals with induced T2DM treated with 260 mg/kg/day of black bean extract), and DB animals with induced T2DM without treatment (this group was provided with 1 ml/day of water via oral gavage). During the experiment the HE group was fed with standard diet, while BB and DB groups were fed with a high fat diet (HDF) (Envigo Teklad TD.06414) consisting of 42.7% carbohydrates, 42% lipids and 15.2% proteins. After the HFD feeding for 5 weeks, the rats were fasted for 12 h with unlimited access to water. Rats from HE group received an intraperitoneal injection of citrate buffer. Our T2DM induction is supported by the methodology reported by Skovsko, (30), where the prolonged administration of HFD combined with a single low dose of Streptozotocin produce a partial damage of pancreatic B-cells accompanied by lipotoxicity, glucolipotoxicity, insulin resistance, and hyperinsulinemia caused by HFD. Rats in BB and DB groups received an intraperitoneal injection of a single low dose of Streptozotocin, N-(Methylnitrosocarbamoyl)-α-D-glucosamine (STZ) (Sigma-Aldrich) solution (25 mg/kg) dissolved in sodium citrate buffer (0.1 mol/L, pH 4.5). The successful diabetes induction was confirmed with blood glucose measurements from the tail vein with a glucometer (Accu-Check Active^®^, Roche. Basel, Switzerland), all the measurements were taken during fasting and postprandial periods during 3 days after injection. Values of fasting glucose higher than 200 mg/dl indicated a successful establishment of T2DM rat model. The BB extract was diluted in 1ml of water and administrated by oral gavage for 31 days. The fasting glucose levels in blood were tested every 2 days per week from the tail vein. Water and food consumption were quantified every day and body weight was monitored once a week.

### Sample collection and preparation

At the end of the treatment period, the rats were anesthetized via intraperitoneal with 3% pentobarbital sodium (0.3 ml/100 g body weight). Blood samples were collected by cardiac puncture, the blood was centrifuged for 15 min at 13,000 rpm and the plasma was recovered and stored in aliquots of 500 μl at −20°C until use. Retroperitoneal adipose tissue was aliquoted, isolated, and washed with PBS and frozen immediately with liquid nitrogen. The frozen samples were stored at −80°C. The stored serum samples were thawed at 4°C. Insulin levels were quantified using the Rat Insulin ELISA kit RayBio^®^. Peachtree Corners, GA. The levels of total cholesterol, triglycerides, HDL-Cholesterol, and LDL-Cholesterol in the serum samples were measured with commercial kits for colorimetric assays. Tumor Necrosis Factor alpha (TNF-a) was quantified with ELISA kit (RayBio^®^ TNF. Peachtree Corners, GA) according to manufacturer protocols.

### RNA extraction and sequencing

RNA extraction from adipose tissue samples were carried out according to the protocol proposed in the RNeasy Lipid Tissue Mini Kit (Qiagen UK). The sequencing library was prepared by random fragmentation of the cDNA, followed by the 5 ‘and 3’ ligation adapters. Adapter-ligated fragments were amplified by PCR and visualized on agarose gels. Double stranded next generation sequencing RNAseq was commercially performed by MAcrogen (Seoul, Korea) on Illumina HiSeq4000 by triplicate in each group. All RNAseq data are available at GEO database under accession number GSE215903.

### Bioinformatic analysis

#### Differentially expressed genes

Pair-wise comparisons between biological conditions (DB, BB, and HE) were performed using T-test and Fold Change (FC). A correction for multiple testing was applied using the Benjamini–Hochberg procedure to control the false discovery rate (FDR). Probes with FDR-adjusted *P* > 0.05 were considered differentially expressed between conditions. Gene types of the differentially expressed genes (mRNA, miRNA, and lncRNA) were identified using ShinyGO v0.66^1^ (31).

#### Pathways and network analyses

Interaction networks were constructed with Cytoscape software, version 3.7.2.^2^ Gene ontology and interactions were identified using Metascape tool within Cytoscape^3^.

#### Protein-protein interactions

STRING software version 11.0^4^ was used for protein-protein interaction analyses, including physical and functional associations, network building and identification of proteins with highest number of interactions.

#### Database-predicted miRNA

Target genes of the identified miRNAs were searched with MIENTURNET^5^. Network-based visualization of miRNA-gene target enrichment was also performed with MIENTURNET (http://userver.bio.uniroma1.it/apps/mienturnet/).

#### Transcription factor analysis

The mail transcription factors which activity could be modulated by polyphenols were identified with bioinformatic tool Enrichr^6^. TRRUST and TRANSFAC databases were used to search for the potential transcription factors.

#### Docking analysis

We previously characterized the composition of BB extract by UPLC-ESI/qTOF/MS. We found that Delphinidin 3-glucoside, Petunidin 3-glucoside, and Malvidin 3-glucoside, are the three main anthocyanins in the extract (28). For this reason, we considered relevant to test the potential binding interactions between identified transcription factors, their regulatory cell signaling proteins, and anthocyanin metabolites by molecular docking using the SwissDock docking analysis tool^7^. Protein 3D structures were searched and downloaded in pdb. format from UniProt Data Bank^8^. Chemical structures of metabolites were downloaded from PubChem database^9^ and converted to MOL.2 format.

#### IncRNA target interaction analysis

We used the bioinformatic tool LncRRIsearch to identify potential targets of differentially expressed lncRNA. However, the database lacks information related with *Rattus Norvegicus* specie and the RNA-lncRNA interaction analysis could not be performed.

#### Associated diseases

The association of identified differentially expressed genes with human diseases was analyzed using the Comparative Toxicogenomics Database^10^.

### Statistical analyses

All data were expressed as mean ± standard deviation. The differences among samples were analyzed using Two-Way Repeated Measures ANOVA and Tukey’s test. The value of *p* < 0.05 was considered as statistically significant. Statistical analysis and figuring drawing were carried out using GraphPad Prism 9.0 (GraphPad Software Inc., San Diego, CA, USA). We performed a power analysis on the number of animals using the F test: Fixed effects ANOVA-one way with the free software G*Power V.2.5.

## Results

### Pathological characteristics of diabetic mice

After a low dose injection of STZ, rats in BB and DB groups showed significantly increased fasting blood glucose levels compared with animals from HE group, this tendence was observable during the 5 weeks treatment (Figure 1A) and at the end of the treatment as showed in Figure 1C. Furthermore, STZ administration resulted in decreased body weight in BB and DB groups (Figure 1B), but no difference was observed on adipose tissue weight (Figure 1D). These findings demonstrate the success of T2DM induction in Wistar rats.

**FIGURE 1:**
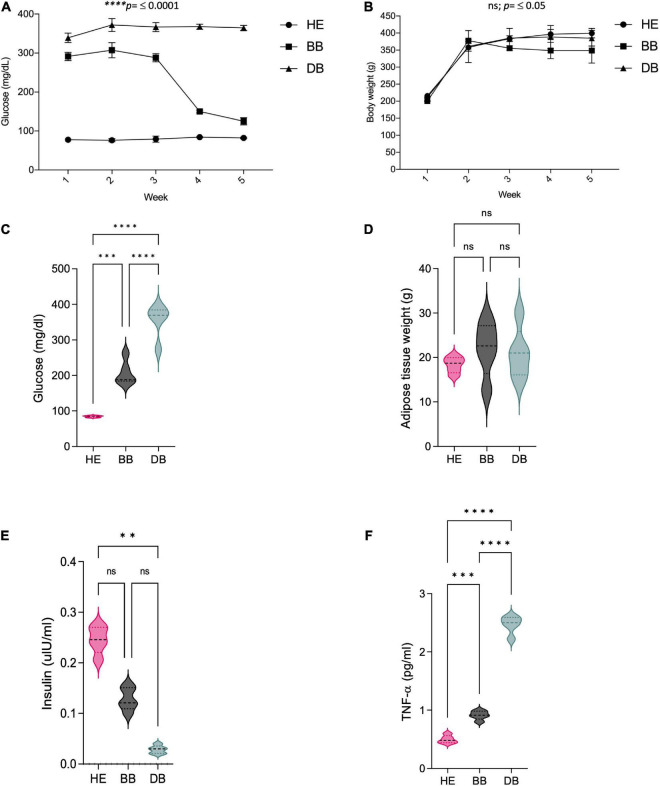
Effects of 5 weeks consumption of an anthocyanin-rich BB extract on **(A)** fasting blood glucose; **(B)** body weight; **(C)** glucose levels at the end of the treatment; **(D)** adipose tissue weight; **(E)** insulin levels; and **(F)** TNF-α levels. Values represent the mean and S.D. (*n* = 8). ^**^p ≤ 0.01; ^***^p ≤ 0.001 and ^*⁣*⁣**^p ≤ 0.0001 when BB were compared to the corresponded value of DB.

### Biochemical effects of black beans extract in T2DM rats

Two of the main characteristics of diabetic patients are the body weight decrease and the chronic increase of blood glucose levels. As exposed in Figure 1, the body weight of all the rats increased progressively, and their blood glucose levels were normal. However, the growth rate of the rats in the HE group was slower. Conversely, after STZ administration, the body weight of all rats started to decrease, and their blood glucose levels augmented significantly compared with rats in HE group. Moreover, rats in both the BB and DB groups tended to show a decrease in weight after STZ administration. The effect of BB on the fasting blood glucose level of the rats is shown in Figure 1A, from which it is obvious that the blood glucose levels of rats in the BB group decreased gradually after 1 week of treatment. At the end of treatment period, rats in BB group showed significant (*p* < 0.05) decreases in fasting blood glucose levels. The levels of insulin showed a down trend, even though the decreases were not significant between BB and DB groups (Figure 1E). Further, TNF-α levels in the BB group exhibited a significant decrease (*p* < 0.05) when compared with DB group (Figure 1F).

### Black beans extract significantly modulate global gene expression profile in adipose tissue

With the aim to identify genomic impact of BB extract on genomic profile in adipose tissue, we performed global RNAseq. 

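According to the paper, RNA of retroperitoneal adipose tissue was sequenced in 3 libraries of each group. HE rats received a standard diet. DB rats received the high fat diet and streptozotocin (25 mg/kg), and BB rats received in addition the extract (260 mg/kg/day for 31 days). The deposited values are reads per gene divided by 1 factor per library, and 100% of them were whole numbers of reads (within 0.1 reads) once that factor was undone. Summed over 32883 genes, this gave 3542749, 3098324 and 3034825 reads in HE replicates 2, 3 and 4, and 2771967, 3203939 and 3373400 reads in DB replicates 1, 2 and 6. BB replicates 1, 4 and 8 held 3095635, 2968640 and 12267084 reads. These totals count some reads more than once, since 1194 genes have the same reads as another gene in every library. The data columns carry the group and rat number of the sample titles but end in the letter H where the titles end in TA. Neither code is explained in the sources used here, so columns were matched by group and number, and their tissue stays open. The submitters' processing notes name the mouse builds GRCm38 and mm10, while the gene names are those of rat. The titles number the rats and nothing else states that libraries came from separate animals, so p-values measure the spread between these libraries, which may be technical.

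Adipocyte markers such as adiponectin and perilipin were at the 73.7th percentile of all genes by mean value (median of 27 genes), 25 abundant housekeeping genes at the 56.4th and 39 ribosomal protein genes at the 43.1st. The values are not corrected for gene length, and its part in these ranks was not tested. Some lists of other tissues and cells ranked as high or higher, with 24 neuron and testis genes at the 74.2nd percentile, 17 kidney and adrenal markers at the 78.9th and 14 endothelial markers at the 87.0th. Others ranked lower, among them hepatocyte (71.3), skeletal muscle (62.5), stromal and mesothelial (58.3), lymphocyte (57.6) and erythroid genes (44.7). Leaving out BB replicate 8, hepatocyte (74.65) and adipocyte markers (74.94) were nearly level, so their ranks do not tell these tissues apart. The 1130 olfactory receptor genes, which detect odours in the nose, were at the 36.4th percentile, and each of them had reads in every library apart from BB replicate 8. BB replicate 8 stood apart from the other 8 libraries. It had no reads for 15583 genes (47.4%), against 631 to 894 genes in each of the others. Its 10 largest genes held 76.5% of its summed reads, against 10.2% to 19.2% elsewhere. Several of these 10 genes have the same reads, which this share counts more than once. In BB replicate 8, 1 read is worth a value of 14.6, against 0.672 to 0.913 in the others. Across genes, its log2(value + 1) correlated with the other libraries at r = 0.577 to 0.594, while those correlated with each other at 0.961 to 0.969. Groups were compared with limma (with a trend) on log2(value + 1) in 1 fit of all 9 libraries, for 32334 genes with a mean of at least 1 in at least 1 group, with Benjamini-Hochberg adjustment at 0.05. Log2 fold changes are on this log2(value + 1) scale, which understates the change of genes with low values. Many results without BB replicate 8 are given beside those of all 9 libraries.

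**Figure D1:**
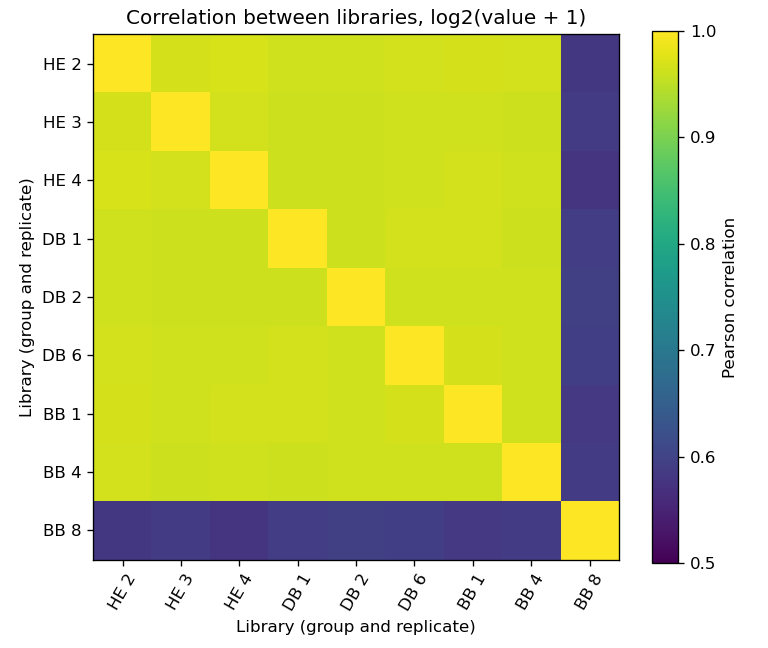
Pearson correlation across genes of log2(value + 1) between each pair of the 9 libraries, on a colour scale from 0.5 to 1.0. The row and column of BB replicate 8 lie between 0.577 and 0.594, and all other pairs between 0.961 and 0.969.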

Following statistical analysis, we identified 566 significantly differentially expressed genes. 

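The genes with the smallest p-values between the BB and DB groups had low values and were lower in the BB group. In BB replicate 8, where 1 read stands for 14.6, such genes are mostly at 0. Of genes with mean values of about 4.78 and 6.81 in the other 8 libraries, 84.7% and 81.3% were at 0 in it. A 0 there is thus no evidence of a fall. Mir135a, a microRNA gene, had a value of 5.98 ± 0.50 (SD, n = 3) in DB rats and of 0, 0.805 and 0 in BB replicates 1, 4 and 8, a log2 fold change of −2.52 (SE 0.55). AABR07049792.1, named after its genomic clone, had 5.17 ± 1.00 (SD, n = 3) in DB and 0.779, 0.805 and 0 in BB, a log2 fold change of −2.05 (SE 0.39). LOC103694878 had 5.65 ± 1.08 (SD, n = 3) in DB and 0, 1.61 and 0 in BB (log2 fold change −2.26, SE 0.47). These genes, with LOC102548682, AABR07013931.2, RF00560.122, RF00026.134, RF00026.453, RF00026.339 and RF00001.67, have the 10 smallest unadjusted p-values, and each has an adjusted p of 0.53 in limma. No gene passed the adjusted p of 0.05 in limma, and 421 genes had an unadjusted p under 0.05. A 0 from all 9 libraries, here and below, shows little. In simulated data limma then recovered 0 of 100 genes changed 4-fold between BB and DB (edgeR 36). Without BB replicate 8 limma recovered 94 of 100. All simulated genes had the same dispersion, and only genes with at least 10 expected reads were changed. Fewer may be recovered in the real libraries. The counts past the adjusted threshold were also 0 with DESeq2 (1307 genes at an unadjusted p under 0.05), limma-voom (1402) and edgeR's quasi-likelihood test (1916) on the recovered reads. The median log2 fold change of all genes was −0.51 with all 9 libraries, so single genes and lists of that fit are to be read relative to it. Without BB replicate 8 this median was −0.0034. Leaving out BB replicate 8, limma again called 0 genes (1603 at an unadjusted p under 0.05).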

A closer understanding into identified differentially expressed genes demonstrated that there are 406 among them that are protein coding genes (mRNAs), 33 are miRNA family genes, 39 are long non-coding genes, 3 are snRNAs and 85 are unidentified (Figure 2). 

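In no class of genes did any member pass the adjusted p of 0.05 in limma between the BB and DB groups, over all genes or adjusted over the class alone. The classes tested were 18353 protein coding genes, 369 miRNA genes, 108 lncRNA genes, 1 snRNA gene, 3835 genes named after a small RNA family of the Rfam database and 7716 genes named only after a genomic clone. At an unadjusted p under 0.05 there were 56 protein coding genes, 24 miRNA genes, 1 lncRNA gene, 0 snRNA genes, 199 Rfam-named genes and 118 clone-named genes. DESeq2, limma-voom and edgeR called 0 genes in each of the protein coding, miRNA, lncRNA and snRNA classes. When BB replicate 8 was left out, the unadjusted numbers were 820 protein coding, 12 miRNA, 3 lncRNA, 0 snRNA, 261 Rfam-named and 408 clone-named genes, and limma called 1 protein coding gene when adjusted over the class alone. Classes were taken from the gene symbols and from the gene types of the rat assembly GRCr8, which held names for 18998 of the 32883 genes (57.8%). The types of clone-named genes could not be looked up there, so the lncRNA class may leave out members, and small nuclear RNAs such as U6 (RF00026) are among the Rfam-named genes.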

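Several large differences in both directions between the BB and DB groups came from BB replicate 8. AABR07015057.1, the clone-named gene with most reads in that library, had a value of 1037 ± 186 (SD, n = 3) in DB rats and of 1215, 1216 and 25708507 in BB replicates 1, 4 and 8. Its log2 fold change was 5.03 (SE 3.49) with all 9 libraries and 0.25 without BB replicate 8, where 14.3% of the reads fell on it. Ruvbl2, an ATPase of chromatin remodelling complexes, had 124 ± 8.48 (SD, n = 3) in DB and 118, 132 and 1474810 in BB, a log2 fold change of 4.52 (SE 3.18) that was 0.01 without BB replicate 8. In the other direction, Rapgef4, an exchange factor activated by cyclic AMP, had 96.7 ± 3.91 (SD, n = 3) in DB and 94.2, 80.5 and 0 in BB, a log2 fold change of −2.30 (SE 1.53), or −0.15 without BB replicate 8. Lnpk, a protein that stabilises junctions of the endoplasmic reticulum network, had 93.2 ± 4.34 (SD, n = 3) in DB and 91.1, 56.4 and 0 in BB (log2 fold change −2.43, SE 1.47, or −0.37 without BB replicate 8). None of these genes passed the test (adjusted p = 0.53 in limma for each). Where BB replicate 8 has no reads, the log2 fold change depends on the 1 added before the logarithm.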

The fold changes of these genes were observed to fluctuate from −1.15 to −13.45 for downregulated genes and from 1.14 to 22.91 for up-regulated genes. These data suggest that the consumption of BB extract can considerably affect the expression of genes, not only protein coding but also protein non-coding genes in adipose tissue. 

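Krt78, a keratin of stratified epithelia, had a value of 50.2 ± 3.18 (SD, n = 3) in DB rats and of 95.0 and 122 in BB replicates 1 and 4, with 1112 in BB replicate 8. Its log2 fold change between BB and DB without BB replicate 8 was 1.09 (SE 0.16), with an adjusted p of 0.0565 in limma and 0.0095 in edgeR. AABR07031158.1, a clone-named gene, had 17.3, 10.5 and 12.7 in the DB libraries and 35.8, 64.4 and 0 in the BB libraries. Its log2 fold change without BB replicate 8 was 1.78 (SE 0.33), with an adjusted p of 0.356 in limma and 0.0207 in edgeR. Both genes were chosen after their values were seen, and they are the 2 genes that edgeR called without BB replicate 8 among 27195 tested (1302 at an unadjusted p under 0.05). With all 9 libraries the values of the BB and DB groups did not overlap for 3013 genes (9.32% of those tested), where chance gives 10%. From the number and types of its differentially expressed genes, the paper proposes that consumption of the extract affects both coding and non-coding genes in adipose tissue.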

The list of differentially expressed genes were then submitted to functional bioinformatic analyses.

**FIGURE 2:**
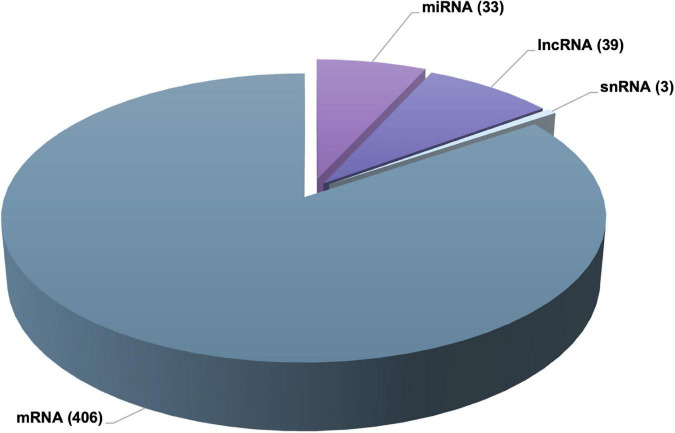
Pie chart of the number of differentially expressed mRNAs, miRNAs, and lncRNAs in diabetic rats treated with anthocyanin-rich black beans extract.

### Functional analysis: Gene ontology, network, and pathway analysis of differentially expressed genes

With the objective to inquire in the cellular functions of significantly moderated protein coding genes, we first conducted gene ontology enrichment analysis using Metascape and Cytoscape tools. Gene ontology analysis by *p*-value indicated that black bean extract impacted numerous biological functional categories that include cell substrate junction assembly, phosphatidylinositol phosphate binding, fat pad development, regulation of cysteine-type endopeptidase activity, among others (Figure 3A). Additionally, we performed a network analysis of over-represented gene ontologies where terms with a *p*-value <0.05, a minimum count of 3, and an enrichment factor >1.5 are collected and grouped into clusters based on their similarities (Figure 3B). To obtain a more detailed understanding of the cellular functions that are regulated by protein coding genes significantly modulated by black bean extract, we then performed pathway enrichment analysis of up- and down-regulated differentially expressed genes using Metascape tool (Figure 4). The results showed that anthocyanin-rich BB extract changed the expression of genes up regulating important pathways in T2DM pathogenesis like insulin secretion, cell-substrate junction assembly, ER organization, phosphatidylserine binding, phosphatidylinositol 3-kinase binding, among others. On the other hand, BB extract also altered the expression of genes that downregulate signaling pathways involved with regulation of NIK/NF-kappaB, regulation of response to extracellular stimulus, positive regulation of cell junction assembly, negative regulation of cell population proliferation, cell adhesion molecules and negative regulation of actin filament polymerization.

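No member of the insulin secretion, endoplasmic reticulum (ER), insulin and PI3K signalling and junction lists passed the test between the BB and DB groups, and several had values in BB replicate 8 far from those of the other libraries. Slc30a8, the zinc transporter of insulin granules, had a value of 33.1 ± 5.61 (SD, n = 3) in DB rats and of 35.0, 35.4 and 5444 in BB replicates 1, 4 and 8 (log2 fold change 2.51, SE 1.72, or 0.10 without BB replicate 8). Eif2ak3, the ER stress kinase PERK, had 89.3 ± 3.34 (SD, n = 3) in DB and 108, 91.8 and 58857 in BB (3.22, SE 2.17, or 0.16). Grb2, an adaptor of the insulin receptor, had 195 ± 30.1 (SD, n = 3) in DB and 210.2, 278 and 556 in BB (0.72, SE 0.38, or 0.32), while Akt1, the kinase downstream of PI3K, had 80.8 ± 2.81 (SD, n = 3) in DB and 61.5, 64.4 and 58.5 in BB (−0.39, SE 0.22, or −0.35). Of the junction genes, Actn4, an actin crosslinker, had a log2 fold change of 0.87 (SE 0.59, or 0.08) and Col1a1, a chain of collagen I, of −0.74 (SE 0.44, or −0.20). The adjusted p was 0.53 in limma for each of these genes, and 0 members passed in any of the 4 lists when adjusted over the list alone.

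The lists were drawn up for this re-analysis and are not the pathway terms that the paper found enriched. As lists, compared with other genes by limma's camera, the 38 insulin and PI3K genes were higher in BB (adjusted p = 0.0259), with 20 above 0 and a median log2 fold change of 0.06. The adjusted p was 0.257 with an estimated correlation. The 38 ER genes were also higher (adjusted p = 0.0426 in camera), with 18 above 0, a median of −0.04 and a mean of 0.08, which differ in sign. This call too was lost, at an adjusted p of 0.257 with an estimated correlation. The 27 insulin secretion genes (adjusted p = 0.582 in camera; 10 above 0, median −0.32, mean 0.08) and the 29 matrix and junction genes (adjusted p = 0.762; 9 above 0, median −0.21, although the test leaned upward) did not pass. In camera without BB replicate 8 the adjusted p was 0.957 for each of the 4 lists, with medians of 0.02, 0.01, −0.05 and −0.06. Of all 23 lists, camera called 5 with all 9 libraries and 3 without DB replicate 2.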

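Genes of NF-kB signalling that were lower in the BB group than in the DB group did not pass the test. Traf2, an adaptor of tumor necrosis factor receptors, had a value of 74.2 ± 7.38 (SD, n = 3) in DB rats and of 67.7, 49.1 and 14.6 (1 read) in BB replicates 1, 4 and 8. Its log2 fold change was −0.99 (SE 0.51), or −0.35 without BB replicate 8. Nfkbib, the inhibitor IkB beta, had 28.1 ± 7.27 (SD, n = 3) in DB and 19.5, 21.7 and 0 in BB (−1.88, SE 1.11, or −0.40). Of the inflammatory mediators, Nlrp3, the inflammasome sensor, had 198 ± 12.1 (SD, n = 3) in DB and 163, 172 and 29.3 in BB (−1.07, SE 0.62, or −0.24), and the chemokine gene Ccl5 had 10.3 ± 1.11 (SD, n = 3) in DB and 7.01, 6.44 and 0 in BB (−1.53, SE 0.80, or −0.55). Il10, an anti-inflammatory cytokine, had 8.68 ± 0.902 (SD, n = 3) in DB and 16.4, 11.3 and 14.6 in BB (0.63, SE 0.44, or 0.60). Each of these genes had an adjusted p of 0.53 in limma, and no member of either list passed, over all genes or adjusted over the list alone. In all, 11 of 36 NF-kB genes and 6 of 20 inflammatory genes had a log2 fold change above 0, with medians of −0.35 and −1.32. Neither list differed from other genes (adjusted p = 0.944 in camera for both). In the fit without BB replicate 8, 14 of the 20 inflammatory genes were above 0, with a median of 0.02 and an adjusted p of 0.957.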

**FIGURE 3:**
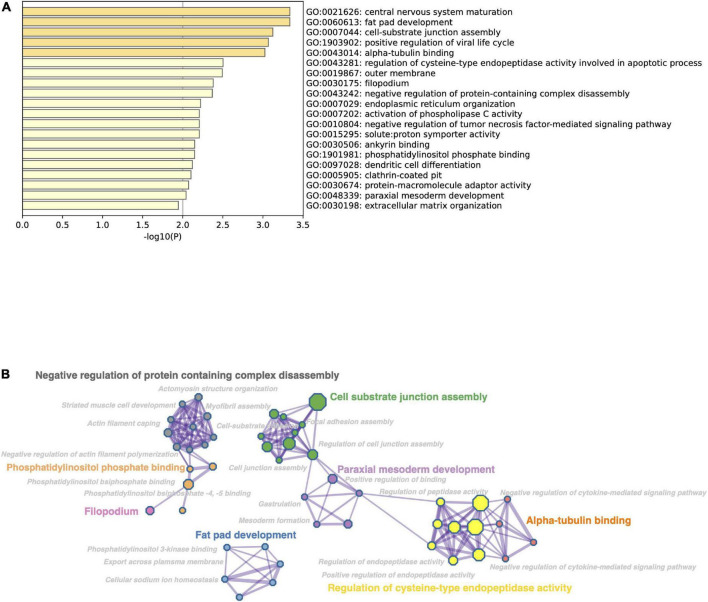
**(A)** Bar graph of enriched gene ontology (GO) terms across input gene list, colored by *p*-values. **(B)** Subset of enriched terms selected to create a network analysis. Terms with a similarity > 0.03 are connected by edges. Bigger nodes represent larger gene sets. The analyzes were performed in Metascape and visualized with the Cytoscape tool.

**FIGURE 4:**
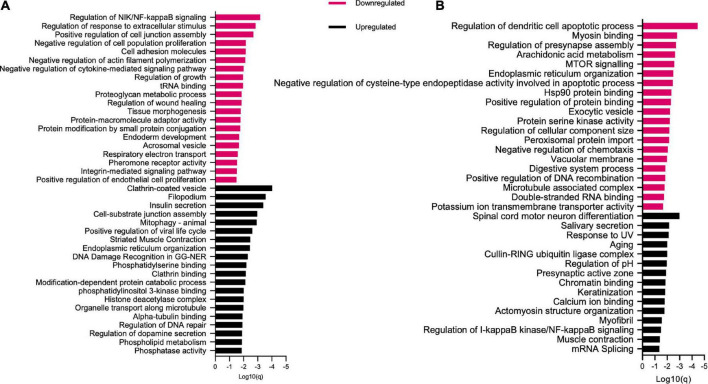
Pathway enrichment analysis from up and downregulated differentially expressed genes in **(A)** BB group (diabetic rats treated with Anthocyanin-rich black beans extract). **(B)** DB group (diabetic rats without treatment).

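Nradd, Slc5a6, Klrk1 and Scd were among 111 genes that fell in the DB group compared with the HE group when BB replicate 8 was left out of the fit. Nradd, a neurotrophin receptor relative with a death domain, had a value of 112 ± 18.6 (SD, n = 3) in HE rats and 23.9 ± 6.10 (SD, n = 3) in DB rats, a log2 fold change of −2.20 (SE 0.19, adjusted p = 7.1e-06 in limma). Slc5a6, the sodium-dependent multivitamin transporter, fell from 227 ± 32.7 to 92.9 ± 6.47 (SD, n = 3 each; −1.27, SE 0.13, adjusted p = 3.4e-05 in limma). Klrk1, the activating receptor NKG2D of natural killer cells, fell from 137 ± 17.8 to 45.7 ± 10.9 (SD, n = 3 each; −1.58, SE 0.16, adjusted p = 4.5e-05 in limma), and Scd, the stearoyl-CoA desaturase, from 119 ± 25.4 to 62.1 ± 3.38 (−0.91, SE 0.15, adjusted p = 0.0039 in limma). Hcn3, a cation channel opened by hyperpolarization, fell from 1026 ± 124 to 329 ± 105 (−1.68, SE 0.16), and RF00411.2, an Rfam-named gene, had a log2 fold change of −3.48 (SE 0.39). Slc5a6, Klrk1 and Hcn3 were chosen after their values were seen. In BB replicates 1, 4 and 8, Nradd was at 31.9, 35.4 and 132, Slc5a6 at 85.6, 94.2 and 14.6, Klrk1 at 49.8, 53.1 and 0, Scd at 71.6, 60.4 and 14.6 and Hcn3 at 357, 309 and 43.9.

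In this fit limma tested 32371 genes, and beside those that fell, 108 rose in DB compared with HE. Of these, 82 that fell and 76 that rose are protein coding. edgeR called 260 genes (111 higher and 149 lower in DB), 195 of them among the 219 from limma. The 24 genes of lipid synthesis had a median log2 fold change of −0.10, with 8 above 0, 1 member lower over all genes and 2 lower when adjusted over the list alone (adjusted p = 0.0809 in camera). With all 9 libraries in the fit, the spread of BB replicate 8 enters every comparison, and limma called 0 genes between DB and HE (137 at an unadjusted p under 0.05). The counts with all libraries were 24 with DESeq2 (3 higher and 21 lower in DB), 0 with limma-voom and 0 with edgeR. The log2 fold changes of DB against HE are the same in both fits, with a standard error for Nradd of 0.53 in place of 0.19.

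**Figure D2:**
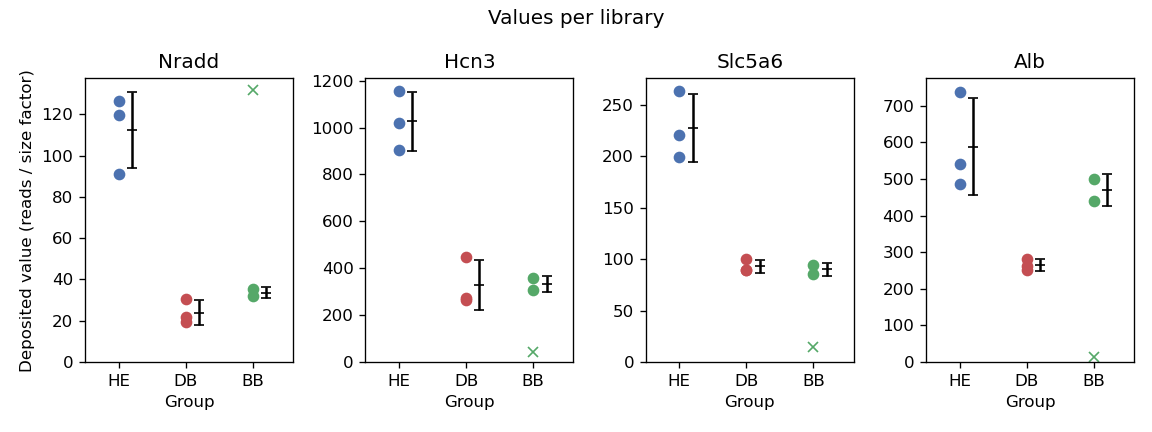
Deposited values (reads divided by the factor of each library) of Nradd, Hcn3, Slc5a6 and Alb in each HE, DB and BB library, with the mean and SD of each group beside the points. BB replicate 8 is drawn as a cross and left out of the mean and SD. The HE libraries lie above the DB libraries for all 4 genes, and Alb, the gene of albumin, was chosen after its values were seen.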

Our next step was to use STRING database to explore the potential protein–protein interactions of genes identified as differentially expressed by black bean extract intake. The analysis revealed a network of interactions between identified proteins as presented in Figure 5A, as well as genes that form nodes in the network. The next step was to select the genes with the highest number of interactions with other genes and which potentially play an important role in multi-genomic effects. The number of interactions reached 12 for UBB (Ubiquitin B), or 11 for MST1R (macrophage stimulating 1 receptor) and RRAS2 (RAS Related 2), or proteins like INS1 (Insulin-1 precursor) or INPPL1 (Inositol Polyphosphate Phosphatase Like 1) with 5 or more interactions (Figure 5B). 

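None of these hub genes passed the test between the BB and DB groups. Ubb, a ubiquitin gene, had a value of 25.1 ± 2.99 (SD, n = 3) in DB rats and of 30.4, 24.2 and 0 in BB replicates 1, 4 and 8, a log2 fold change of −1.49 (SE 1.18), or 0.11 without BB replicate 8. Mst1r, a receptor tyrosine kinase, had 1779 ± 418 (SD, n = 3) in DB and 2630.2, 1583 and 33482 in BB (1.57, SE 1.19, or 0.23). Rras2, a small GTPase of the Ras family, had 343 ± 59.9 (SD, n = 3) in DB and 249.9, 412 and 2678 in BB (0.94, SE 0.78, or −0.08). Ins1, an insulin gene, had 119 ± 4.92 (SD, n = 3) in DB and 102, 110.3 and 12483 in BB (2.13, SE 1.63, or −0.16). Inppl1, a phosphatase acting on PI3K products, had 771 ± 129 (SD, n = 3) in DB and 1127, 743 and 14956 in BB (1.60, SE 1.04, or 0.26). The adjusted p was 0.53 in limma for each of these 5 genes. Of the 27 hub genes, 21 had a log2 fold change above 0, with a median of 1.54, and as a list they were higher in BB than other genes (adjusted p = 1.9e-07 in camera). The adjusted p was 0.287 with an estimated correlation. The study chose this list on these samples, so it is not independent evidence of a direction, and 0 members passed even when adjusted over the list alone. Leaving that library out, the median was −0.01, with 13 above 0 (adjusted p = 0.957 in camera).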

Interestingly, pathway enrichment analyses of hub proteins conducted in GeneTrail revealed that these genes are involved in insulin signaling, mature onset of diabetes, insulin resistance, inositol phosphate metabolism or AMPK signaling pathway (Figure 5C).

**FIGURE 5:**
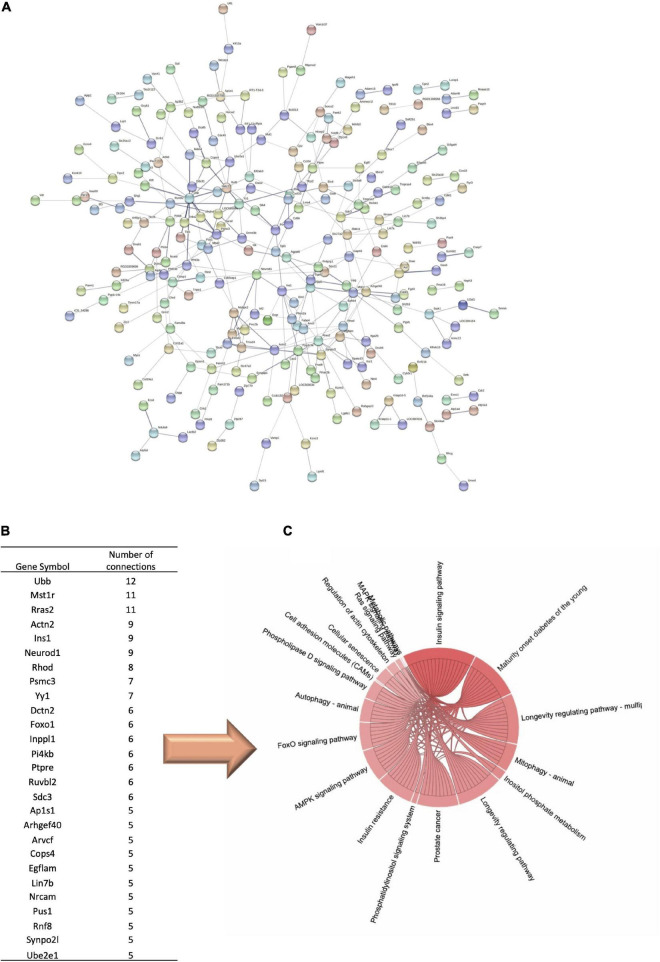
Protein-protein interaction network. **(A)** Interactions between proteins encoded by genes modulated by anthocyanin-rich black beans extract supplementation in diabetic rats. **(B)** Top genes forming major interaction nodes in the network. **(C)** Pathway enrichment analyses of hub proteins encoded by genes.

### Transcription factors potentially involved in the nutrigenomic effect of BB extract

Our next objective was to identify transcriptional regulators involved in the observed changes of genes, that is, transcription factors which could have their activity altered by black bean extract and affect the expression of identified significantly modulated genes. To this end, we used the database TRANSFAC and JASPAR using the Enrichr platform. Among the top ten transcription factors identified are GATA2, POU2AF1, IRF3, GATA1, NR2F2 or PPARA (Table 1). It could be suggested that circulating polyphenol metabolites generated after BB extract intake could interact with transcription factors and/or cell signaling proteins regulating their activity. With the aim to test this hypothesis, we searched the capacity of major metabolites of black bean to interact and bind to these proteins using a 3D docking online server. We assessed the binding capacity of 3 major metabolites, delphinidin 3-glucoside, petunidin 3-glucoside and malvidin 3-glucoside: delphinidin 3-glucoside to GATA2 (Figure 6A); delphinidin 3-glucoside to POU2AF1 (Figure 6B); petunidin 3-glucoside to GATA2 (Figure 6C; petunidin 3-glucoside to POU2AF1 (Figure 6D); malvidin 3-glucoside to GATA2 (Figure 6E) and malvidin 3-glucoside to POU2AF1 (Figure 6F). We observed that petunidin 3-glucoside showed potential binding capacity of -6.4 kcal/mol to POU2AF1, as well as petunidin 3-glucoside and delphinidin 3-glucoside with GATA2 (−6.2 kcal/mol), and POU2AF1 (−6.2 kcal/mol), respectively. These results shows that anthocyanins in BB can interact with cell signaling proteins and produce changes in their kinase activity, this modulates the activity of downstream cell signaling proteins and consequently transcription factors, The described changes could result in the observed gene expression modifications.

**TABLE 1:** Potential transcription factors that modulate differentially expressed protein coding genes with consumption of anthocyanin-rich black beans extract.

Symbol	Name
GATA2	GATA binding protein 2
POU2AF1	POU Class 2 Homeobox Associating Factor 1
SIX1	SIX Homeobox 1
BCL3	BCL3 Transcription Coactivator
REST	RE1 Silencing Transcription Factor
IRF3	Interferon regulatory factor 3
MECP2	methyl CpG binding protein 2
GATA1	GATA Binding Protein 1
NR2F2	nuclear receptor subfamily 2 group F member
PPARA	peroxisome proliferator activated receptor alpha

**FIGURE 6:**
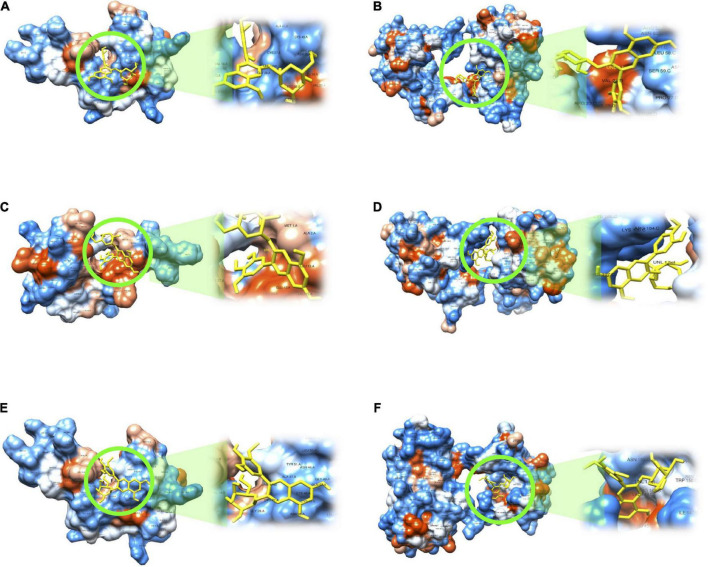
*In silico* docking analysis of interactions between main anthocyanins found in black bean extract and potential transcription factors. **(A)** Delphinidin 3-glucoside to GATA2; **(B)** Delphinidin 3-glucoside to POU2AF1; **(C)** Petunidin 3-glucoside to GATA2; **(D)** Petunidin 3-glucoside to POU2AF1; **(E)** Malvidin 3-glucoside to GATA2; **(F)** Malvidin 3-glucoside to POU2AF1.

### miRNA – Identification of their targets and functional analyses

Our gene expression analysis also allowed us to surmise that BB can also lead to alterations in the expression of not only protein coding RNAs but also non-coding RNAs, such as miRNAs. We observed changes in expression of 33 miRNAs, including Mir615, Mir152, Mir219a1 or Mir384. 

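None of the named miRNA genes passed the test between the BB and DB groups. Mir615 had a value of 133 ± 24.2 (SD, n = 3) in DB and of 103, 168 and 29194 in BB replicates 1, 4 and 8, a log2 fold change of 2.59 (SE 1.85), or −0.00 (SE 0.18) without BB replicate 8. Mir219a1 had 16.9 ± 5.12 (SD, n = 3) in DB and 14.0, 22.5 and 7917 in BB (3.03, SE 2.08, or 0.12). Mir152 had 4.32 ± 1.79 (SD, n = 3) in DB and 3.89, 8.05 and 0 in BB (−0.53, SE 0.79, or 0.38). Mir384 had 2.23 ± 1.42 (SD, n = 3) in DB and 1.56, 4.83 and 14.6 in BB, where the last value is 1 read (1.03, SE 0.71, or 0.36). Each of the 4 genes had an adjusted p of 0.53 in limma. The values count reads on the miRNA genes, and mature miRNAs were not analysed here. Among all 369 miRNA genes tested, limma, DESeq2, limma-voom and edgeR called 0, and 24 had an unadjusted p under 0.05 in limma.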

Using existing database, we searched for target genes of the identified miRNAs, and nearly 500 target genes were identified. These target genes and identified miRNAs form a network of interactions as presented in the Figure 7A. To identify potential cellular functions affected by these miRNAs, we cross-examined the Mienturnet database to reveal over-represented pathways from both KEGG (Figure 7B) and Reactome (Figure 7C) databases, that is pathways associated with each of the miRNA recognized as differentially expressed by black bean extract. Among the pathways identified are PI3K- signaling pathway, Ras signaling pathway, type 1 diabetes mellitus, Insulin receptor substrate 1 related pathway, and regulation of insulin-like growth factor.

**FIGURE 7:**
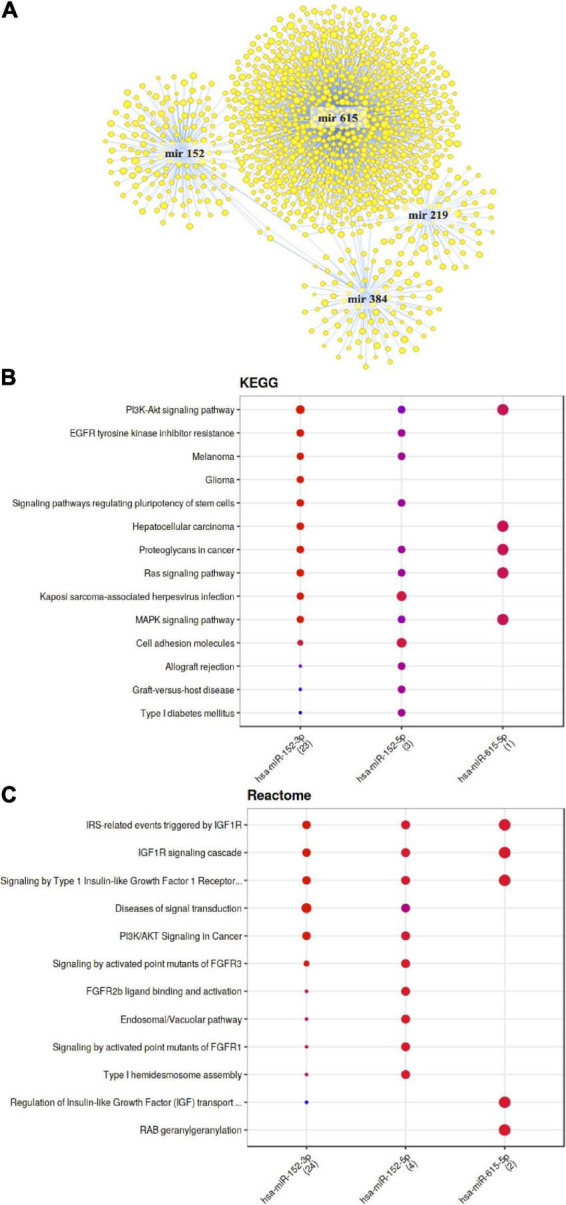
Bioinformatic analyses of differentially expressed miRNA and their target mRNA. **(A)** Network of miRNA significantly modulated with consumption of anthocyanin-rich black beans extract and their target mRNA. **(B)** KEGG pathways associated with miRNA modulated with consumption of anthocyanin-rich black beans extract. **(C)** Reactome pathways associated with miRNA modulated with consumption of anthocyanin-rich black beans extract.

### IncRNA modulated by anthocyanin-rich black beans extract

As we mentioned in the materials and methods section, we were not able to perform the RNA-lncRNAs interaction analysis in LncRRIresearch web server. However, in Supplementary Figure 1 we show the list of 39 lncRNAs with their fold changes that were modulated by the anthocyanin-rich BB extract.

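LOC102553774, a gene typed as lncRNA, had values of 14.6, 17.0 and 17.9 in the DB libraries and of 9.34, 6.44 and 0 in BB replicates 1, 4 and 8. Its log2 fold change was −2.04 (SE 0.84, adjusted p = 0.53 in limma), or −0.99 (SE 0.33, adjusted p = 0.948) without BB replicate 8, and it is the 1 lncRNA gene of 108 with an unadjusted p under 0.05. Snhg11, the host gene of small nucleolar RNAs, had 45.7, 52.6 and 45.6 in the DB libraries and 45.2, 37.8 and 805 in the BB libraries, a log2 fold change of 1.21 (SE 1.02, adjusted p = 0.53 in limma). This rise rests on BB replicate 8, since BB replicates 1 and 4 lay below the DB libraries. In the fit without BB replicate 8, LOC108351358 had a log2 fold change of 1.44 (SE 0.60, adjusted p = 0.991 in limma) and LOC108350369 one of 1.14 (SE 0.46, adjusted p = 0.972). These 4 genes were chosen after their values were seen. In limma 0 lncRNA genes passed, with or without BB replicate 8, and DESeq2, limma-voom and edgeR also called 0. Other lncRNA genes may be among the clone-named genes, whose types could not be looked up.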

### Correlation with diseases

Together with identification of cellular mechanisms affected by different types of RNAs, we also aimed to identify diseases associated with identified differentially expressed genes. We used the Enrichr database OMIM disease tool that interconnects differentially expressed genes with diseases, revealing their possible role in prevention or development of these disorders. We observed that our genes differentially expressed between the BB and DB groups are significantly associated with metabolic disease, nutrition disorder, cardiovascular disease, and immune system disease (Table 2).

**TABLE 2:** Associations of gene expression profile of consumption of anthocyanin-rich black beans extract with known human diseases.

Disease name	Disease ID	Disease categories	*P*-value	Annotated genes number
Metabolic diseases	MESH:D008659	Metabolic disease	0.01568	21
Metabolism, inborn errors	MESH:D008661		0.03066	11
Cardiovascular diseases	MESH:D002318	Cardiovascular disease	2.92E-06	31
Heart diseases	MESH:D006331		1.23E-04	22
Vascular diseases	MESH:D014652		1.46E-04	20
Cardiovascular abnormalities	MESH:D018376		0.00967	6
Cerebrovascular disorders	MESH:D002561		0.03663	5
Heart defects, congenital	MESH:D006330		0.00636	6
Heart septal defects	MESH:D006343		0.02307	2
Hypertension	MESH:D006973		0.01541	6
Myocardial ischemia	MESH:D017202		0.00904	9
Myocardial reperfusion injury	MESH:D015428		0.03506	3
Reperfusion injury	MESH:D015427		0.01257	5
Stroke	MESH:D020521		0.04584	3
Thromboembolism	MESH:D013923		0.01362	2
Immune system diseases	MESH:D007154	Immune system disease	1.87E-04	23
Hydrops fetalis	MESH:D015160		9.64E-04	2
Erythroblastosis, fetal	MESH:D004899		0.00134	2
Arthritis, juvenile	MESH:D001171		0.02347	4
Autoimmune diseases	MESH:D001327		0.00589	11
Dermatitis, atopic	MESH:D003876		0.03994	2
Nutrition disorders	MESH:D009748	Nutrition disorder	0.00754	7
Obesity	MESH:D009765		0.00987	6
Overnutrition	MESH:D044343		0.00987	6
Overweight	MESH:D050177		0.00987	6
Pathologic processes	MESH:D010335	Pathologic alterations	5.32E-07	45
Fibrosis	MESH:D005355		2.99E-04	20
Liver cirrhosis, experimental	MESH:D008106		7.07E-04	16
Liver cirrhosis	MESH:D008103		0.0012	17
Hyperuricemia	MESH:D033461		0.00411	2
Myocardial reperfusion injury	MESH:D015428		0.03506	3
Reperfusion injury	MESH:D015427		0.01257	5

## Discussion

In this research we investigated the potential health benefits and the multigenomic mode of action of a rich-anthocyanin extract from BB on adipose tissue in the context of diet-streptozocin-induced type 2 diabetes mellitus. After 4 weeks dietary supplementation, we found that black bean extract improved the symptoms of T2DM and insulin resistance, controlled the levels of blood glucose, and pro-inflammatory cytokines. The use of RNAseq revealed a complex multigenomic mode action of these bioactive compounds in adipose tissue by modulating expression of protein coding, miRNA, transcription factors, and lncRNAs (Figure 8), regulating processes like inflammation, metabolism and cell signaling.

**FIGURE 8:**
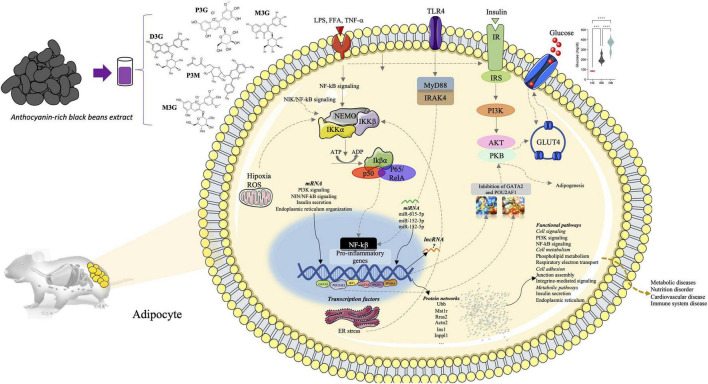
Summary figure representing multi-omic results and genomic modifications induced in diabetic rats by anthocyanin-rich black beans extract supplementation.

In the last years, special interest was given to research on natural and non-toxic antidiabetic agents. Plants are important sources of bioactive compounds with numerous valuable health effects. Functional foods contain bioactive compounds that can exert health advantages beyond their natural properties when consumed in a regular and consistent manner through diet (32). Anthocyanins are an important class of polyphenols featured by their promising effects on T2DM acting on (a) suppression of carbohydrate-metabolizing enzymes; (b) decrease of glucose transporters expression or activity; (c) inhibition of glycogenolysis and (d) modifying the gut microbiota by anthocyanin breakdown products (33). In this research we found that an anthocyanin-rich BB extract improved glucose levels on diabetic rats. One of the effects of anthocyanins in T2DM is the suppression of postprandial glycaemia through the inhibition of α-amylase and α-glucosidase enzymes. In a study conducted by Törrönen et al., the authors evaluated the effect of berries, naturally rich in anthocyanins, on postprandial glucose levels in healthy volunteer adults. Another study showed that consumption of a rich-anthocyanin puree containing bilberries, blackcurrants, cranberries, strawberries, and 35 g of sucrose resulted, after 15 and 30 min, in lower levels of glucose when compared with the control group that only consumed sucrose (34). Using *in silico* and *in vivo* studies, pelargonidin-3-*O*-rutinose present in strawberries exhibited the potential to improve postprandial hyperglycemia by inhibiting α-glucosidase (35). Another mechanism of action of anthocyanins is their impact on glucose transporters. It was demonstrated that an anthocyanin-rich berry-extract considerably decreased sodium-dependent and sodium-independent transporters in Caco-2 cells and also reduced the expression of genes encoding SGLT1 and GLUT2, suggesting that anthocyanins can regulate the rate of glucose absorption (36). The over-expression of glycogenolysis in the liver releases glucose into the bloodstream; glycogen synthase kinase (GSK3β) is a key liver enzyme that inhibits glycogen synthase (GS) enzyme to convert glycogen to glucose. Herrera-Balandrano et al., investigated the hypoglycemic effects of malvidin from a blueberry anthocyanin extract (BAE) and observed that BAE could improve insulin sensitivity by inhibiting GSK3β and glycogen synthase in the insulin-independent pathway (37). Moreover, a recent systematic review describes that anthocyanins can also exert their health effects by modulating the gut microbiota composition, particularly by increasing *Bacteroidetes* and decreasing *Firmicutes*. These changes will result in higher production of short chain fatty acids, lower intestinal permeability and pH, greater number of goblet cells and improvement of villi anatomy (38). A study conducted on diabetic Zucker rats supplemented with an anthocyanin-rich extract from purple potato and bilberry, showed a reduction in dysbiosis of colonic microbiota and anthocyanins gut microbiota-derived metabolites, increased cecal sugar levels together with the increase in the abundance of *Peptostreptococcaceae* sp. and *Parabacteroides* spp. in colon. These results demonstrate that anthocyanins by modulating the gut microbiota can affect gut function and consequently prevent T2DM (39).

Our RNAseq analysis showed for the first time that an anthocyanin-rich BB extract can affect the expression of large number of genes in adipose tissue, not only protein coding but also non-coding genes like miRNAs or lncRNAs. According to our knowledge, very few studies have reported the multigenomic effect of BB anthocyanins, as well as isolated anthocyanins, on adipose tissue. It has been observed that cyanidin 3-glucoside, anthocyanin from BB, can up-regulate the expression of GLUT4 gene *in vitro* in 3T3-L1 cells (40). The BB extract rich in flavonoids and saponins was also shown to exert the capacity to modulate the expression of key genes involved in lipogenesis, such as SREBP1c, ABCG5, CPT1, SREBP2, FAS, HMGCR, INSIG1 and INSIG2 (41). Supplementation of mice diet with BB has been reported to modulate the expression of the SCFA G-protein coupled receptors (GPR-43, GPR109a, GPR-41) in colonic tissue as well as the expression of genes regulated the integrity of the epithelial barrier: occludin, JAM-A, E-cadherin and the junction/cytoskeletal connector ZO-1 (42). Recently it has been observed that black bean concentrate improves hepatic steatosis by reducing lipogenesis and increasing fatty acid oxidation in rats fed a high fat-sucrose diet (43). However, these studies present an important drawback, which is use of targeted approach to assess the expression of few specific genes. Rare recent studies have shown that anthocyanins can affect large number of genes presenting multi-modal action. For example, anthocyanins from blackberries affected the expression of over 600 genes, including miRNAs, in circulating immune cells in human volunteers (44). Another study has demonstrated the capacity of anthocyanin-rich bilberry extract to modulate the expression of over 1,600 genes in hippocampus of ApoE-/- mice (45).

Enrichment pathway analysis in adipose tissue were performed using 406 differentially expressed genes following BB extract intake. This allowed us to show that the black bean extract can affect genes regulating cell signaling pathways in adipose tissue from diabetic rats, pathways related with phosphatase activity, phospholipid metabolism, phosphatidyl inositol 3-kinase binding, phosphatidylserine binding, and ER organization. On the other hand, we also found down-regulated pathways that participate in the modulation of NIK/NF-κB signaling, regulation of response to extracellular stimulus, positive regulation of cell junction assembly, negative regulation of cell population proliferation and negative regulation of cytokine-mediated signaling pathway. Remarkably, while regulation of NIK/NF-κB signaling is up-regulated in the DB group, we observed that the treatment with BB extract down-regulated this pathway in the BB group, suggesting the capacity of the extract to counteract the effect of T2D. 

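No gene of NF-kB signalling passed the test between DB and HE rats, where HE was taken as the reference since the paper's text names none for the DB group. Relb, a subunit of the non-canonical NF-kB pathway, had a value of 140.3 ± 17.0 in HE and 158 ± 10.4 in DB (SD, n = 3 each), a log2 fold change of 0.18 (SE 0.30). Tradd, an adaptor of the tumor necrosis factor receptor, had 21.5 ± 5.07 in HE and 28.1 ± 8.21 in DB (SD, n = 3 each; 0.36, SE 0.36). Cyld, a deubiquitinase that restrains NF-kB, had 55.9 ± 10.8 and 63.3 ± 8.25 (0.19, SE 0.28), and Tnip1, another inhibitor of the pathway, had 276 ± 35.4 and 239.9 ± 41.3 (−0.21, SE 0.39). Each had an adjusted p of 1 in limma, and no member passed when adjusted over the list alone. Of the 36 genes, 23 had a log2 fold change above 0 in DB compared with HE, with a median of 0.03 (adjusted p = 0.918 in camera). Single genes could hardly pass in this fit. With all 9 libraries limma recovered 0 of 100 genes changed 4-fold between DB and HE in simulated data. Without BB replicate 8, 0 members passed, over all genes or over the list alone, and the list had an adjusted p of 0.973 in camera. In BB replicates 1, 4 and 8, Relb was at 128, 150.2 and 73.2, a log2 fold change from DB of −0.49 (SE 0.30), or −0.19 without BB replicate 8. In BB compared with DB without that library, 13 of the 36 genes were above 0, with a median of −0.04 (adjusted p = 0.957 in camera). The DB libraries enter both comparisons with opposite sign, which by chance alone favours opposite directions.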

The biological relevance of this pathway on adipose tissue is the critical function in reprogramming the fat cell transcriptome to inflammation in response to overnutrition and metabolic stress. The inhibition of NF-κB signaling has metabolic advantages for adipose tissue inflammation caused by obesity (46). On the other hand, NF-κB inducing kinase (NIK) is a key controller of immunity and inflammation at local and systemic levels on metabolic processes. In adipose tissue, NIK promotes adipogenesis by activating non-canonical NF-κB pathway, demonstrated by Pflug et al., when NIK deficient mice fed with a high fat diet showed decreased overall fat mass, increased insulin sensitivity, and energy expenditure (47). Moreover, anti-inflammatory effects have also been attributed to anthocyanins from *Hibiscus syriacus* L. by the capacity to inhibit TLR4 in LPS-induced cells, followed by the decrease of the phosphorylation of MyD88 and IRAK4, which resulted in NF-κB inactivation (48). Black soybeans also demonstrated to inhibit IκB phosphorylation that impede NF-κB translocation resulting in the inhibition of iNOS transcription and iNOS and COX-2 translation (49). Taken together, these results suggest that extract from BB can exert health properties by countering the genomic modifications induced by T2DM.

Elevated levels of FFAs, inflammation, excess of nutrients, inadequately folded proteins, and local hypoxia, are characteristics of obesity and can lead to ER stress. This results in increased oxidative stress in adipose tissue of obese animals (50). 

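No gene of the ER list passed the test between HE and DB rats. Hspa5, the main ER chaperone BiP, had a value of 86.7 ± 15.4 in HE and 64.5 ± 24.6 in DB (SD, n = 3 each), a log2 fold change of −0.49 (SE 0.39). Hsp90b1, the ER form of Hsp90, had 102 ± 4.63 in HE and 118 ± 6.50 in DB (SD, n = 3 each; 0.22, SE 0.22). Xbp1, a transcription factor of the unfolded protein response, had 15.0 ± 3.59 in HE and 20.3 ± 3.95 in DB (0.42, SE 0.57). The adjusted p was 1 in limma for each of these genes. Of the 38 ER genes, 19 had a log2 fold change above 0 in DB compared with HE, with a median of 0.00 (adjusted p = 0.923 in camera), and 0 passed when adjusted over the list alone. Single genes could hardly pass in this fit of all 9 libraries, where limma recovered 0 of 100 genes changed 4-fold in simulated data. Without BB replicate 8, 0 members passed, over all genes or over the list alone, and the list had an adjusted p of 0.954 in camera. From DB to BB, the log2 fold changes were 0.35 for Hspa5, −0.13 for Hsp90b1 and −0.08 for Xbp1 with all 9 libraries, and 0.55, 0.02 and −0.66 without BB replicate 8. In that comparison 21 of the 38 genes were above 0 without BB replicate 8, with a mean of −0.03. Whether the ER list differed between the 2 comparisons was not tested.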

ER organization pathway was positively regulated in BB group but not in DB group. ER plays an important role in adipose tissue inflammation due to their participation in the activation of NF-κB signaling by the phosphorylation of JNK, IKK, and JNK-mediated phosphorylation of IRS1/2 triggering the unfolded protein reaction (UPR) and involving pathways like PERK (PKR-like ER kinase), IRE1 (requiring enzyme 1), and ATF6 (activating transcription factor 6) (51). Exposure of J774A.1 macrophages to a cyanidin-3-O-galactoside-rich aqueous extract of *Sambucus ebulus* L. (SE) resulted in suppression of LPS-induced transcription of pro-inflammatory genes like *IL-1β, IL-6, TNF-α, Ccl2, Icam-1, Fabp4, COX2, iNOS, Noxo1, IL-1ra and Sirt1.* SE also showed to produce the decrease in protein levels of iNOS, peIFα, ATFα and C/EBP Homologous Protein (CHOP) (50). Similarly, *Punica granatum* L. a high-content polyphenols Chinese plant, (PGF) was administrated to diabetic rats for 4 weeks. It was observed that doses between 50 and 100 mg/kg can improve ER stress signals including IRE1, activation of XBP-1, as well as lower levels of IREα, XBPs, and CHOP (52). Therefore, anthocyanins present in our extract also have the capacity to modulate the expression of genes regulating ER stress, presenting another important molecular target underlying the anti-diabetic effects. Our bioinformatic analysis also revealed that phosphatidylinositol 3-kinase binding signaling pathway was up-regulated in BB group. The importance of this pathway in adipose tissue is due to its role in adipose hypertrophy which rises tissue immune cell infiltration, fibrosis, and lipolysis. Decreases IRS-1 activation and AKT-induced glucose uptake, as well as exacerbates systemic insulin resistance and the development of T2DM. Different factors like adipocytokines and adipose hypertrophy produce insulin resistance by obstructing PI3K/AKT-mediated inhibition of lipolysis reducing the capacity of glucose utilization and diminishing the capacity of SREBP to stimulate lipid synthesis (53). Recent research concluded that sweet potato leaf polyphenols might up-regulate the important mediators of the insulin-mediated PI3K/AKT/GSK-3β signaling pathway in a dose-dependent way in diabetic mice by regulating the mRNA expression of genes IR, IRS-1, PI3K, AKT and GLUT-4 (54).

Bioinformatic analysis of differentially expressed genes permitted to identify potential transcription factors whose activity can be affected by BB extract and result in the detected nutrigenomic modifications. Among these transcription factors are GATA2, POU2AF1, IRF3, GATA1, NR2F2 or PPARA. Interestingly some of these transcription factors have been identified as playing a role in adipose tissue development and/or diabetes. For example, it has been shown that GATA2 plays an important role in diabetes development and associated diseases (55). It has been described that hyperinsulinemia, observed during Type 2 diabetes, can activate NR2F2 which can induce development of different diseases (56). PPARs have central role in lipid and glucose homeostasis, pathogenesis of insulin resistance and metabolic syndromes and are active in adipose tissue. It has been shown that binding phenolic and other molecules to PPARs result in significant changes in their activities and present important mode of treatment type 2 diabetes mellitus. (57). Similarly, IRF3 has been described as a main transcriptional regulator of adipose tissue inflammation and is involved in preserving systemic glucose and energy homeostasis (58). One study also observed that IRF3 in adipose tissue promotes adipose inflammation and insulin resistance (58). These observations from our bioinformatic analysis reveal significant regulators of BB extract underlying their observed health properties.

Moreover, our genomic analysis revealed that black bean extract rich in anthocyanins can also modulate the expression of microRNAs. MicroRNAs (miRNAs) are short, non-coding RNAs which can bind to mRNAs, resulting in modification in translational repression. It is estimated that there are approximately 2200 miRNA genes in the human genome that can regulate the transcriptional levels of over 60% of genes. Consequently, they can regulate many major cellular functions such as development, differentiation, growth, or metabolism (59). Moreover, it has been shown that modifications in their expression produce an important role in progress of diseases. Among these, it has been demonstrated that miRNA might have an important role in development of diabetes and metabolic disorders (60, 61). On the other hand, several previous studies have shown that anthocyanins can modulate the expression of these non-coding RNAs. For example, it was shown that a mixture of anthocyanins as well as their gut microbiome derived metabolites at physiologically relevant concentrations can affect the expression of miRNAs in isolated human primary endothelial cells (62). Also, a study showed that supplementation of mice diets with different polyphenols at nutritionally relevant doses can significantly affect global miRNA expression profile in liver (63). Among the miRNAs identified as differentially expressed by black bean extract are miR-152, miR-219a1, miR-384 or miR-615. It has been observed that miR-152 is expressed in adipocytes and can stimulate lipid accumulation in preadipocytes accompanied by higher expression of some pro-adipogenic genes, adipogenesis and intramuscular fat formation (64). Its expression is also altered in patients with T2D with or without medication (65). miR-219a1 has been suggested to show a role in fat development. Similarly, it has been demonstrated that miR-615 is expressed in adipose tissue in humans and that its expression changes with the obesity (66). Moreover, the expression of this miRNA has also been identified in patients with diabetes (67). Together with miRNAs, our analysis also revealed changes in the expression of long non-coding RNAs. Biogenesis of lncRNAs is different than mRNAs and can interact with DNA, RNA, and proteins, modulating chromatin function, changing the stability and translation of cytoplasmic mRNAs and interfering with signaling pathways (68). Because of their large mode of action, they affect numerous cellular and consequently physio-pathological processes. It has been shown that they regulate adipogenesis and adipose tissue function (69) and diabetes (70). Only few studies have suggested that polyphenols are potent modulators of the expression of non-coding RNAs. For example, epicatechin metabolites can regulate the expression of these miRNAs in human brain endothelial cells in physiologically relevant conditions (31). Therefore, our study provides novel and original data about the capacity of legumes and their bioactives to affect the expression of this class of RNAs. However due to the lack of known biological functions of these lncRNAs as well as their targets, regulated cellular and molecular processes remain to be identified. Taken together, our results suggest that black bean extract rich in anthocyanins exert protective properties by modulating the expression of miRNAs and lncRNAs in adipose tissue in diabetic conditions.

## Conclusion

Our multi-genomic approach including transcriptomic, microRNomic, lncRNomic and proteomic revealed the regulation of a rich-anthocyanins black bean extract on adipose tissue in diabetic rats, demonstrating that these metabolites can regulate a large number of interactions involved in phospholipid metabolism, phosphatidyl inositol 3-kinase binding, phosphatidylserine binding and ER organization, and NIK/NF-κB pathways. 

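Some genes that differed between DB and HE rats had values in BB replicates 1 and 4 that lay between the groups. Alb, the gene of albumin, which was chosen after its values were seen, had a value of 588 ± 132 (SD, n = 3) in HE, 265 ± 15.9 (SD, n = 3) in DB and 438, 501 and 14.6 in BB replicates 1, 4 and 8. Leaving out BB replicate 8, its log2 fold change was −1.12 (SE 0.14, adjusted p = 1.4e-04 in limma) in DB compared with HE, and 0.82 (SE 0.15, adjusted p = 0.356) in BB compared with DB. Ehhadh, an enzyme of peroxisomal fatty acid oxidation, had 86.9 ± 5.21 in HE and 56.5 ± 5.93 in DB (SD, n = 3 each; −0.62, SE 0.14, adjusted p = 0.0398 in limma) and 76.3, 67.6 and 14.6 in BB (0.35, SE 0.15, adjusted p = 0.992). AABR07044139.1, a clone-named gene also chosen after its values were seen, rose from 5.56 ± 2.82 in HE to 32.2 ± 12.0 in DB (2.40, SE 0.35, adjusted p = 0.0013 in limma) and had 16.4, 12.1 and 0 in BB (−1.08, SE 0.40, adjusted p = 0.954).

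Of the 219 genes that differed between DB and HE without BB replicate 8, 191 (87.2%) had the opposite sign in BB compared with DB, against 64.96% of all genes. In 100 simulations of unchanged groups that share the DB libraries, the same number of genes with the smallest p had opposite signs in 89.1% on average (83.56% to 93.61%), and all genes in 64.8%. Across 32334 genes, the log2 fold changes of BB against DB and of DB against HE had a Pearson r of −0.0876 and a Spearman rho of −0.0902. Genes are not independent replicates, and the DB libraries enter both comparisons with opposite sign. The simulations of r draw each gene independently. Their ranges leave out genes that move together, so a value outside them does not show an excess. In 100 simulations of unchanged groups that share the DB libraries, r was −0.137 on average (−0.1495 to −0.1204) and rho −0.158, and the covariance was −0.0472 against −0.0303 observed, a difference of 0.0169. In the fit without BB replicate 8, r was −0.467 and the simulated value −0.4505 (−0.4644 to −0.4348), while rho was −0.432, less negative than the simulated −0.443, with a covariance of −0.0546 observed and −0.0472 simulated (−0.0493 to −0.0449), a difference of −0.00746. The 3 DB libraries cannot be split into sets of at least 2, so part of r may come from the shared libraries. A filter of at least 10 reads in every library selects genes with high values in BB replicate 8. The median log2 fold change between BB and DB was 0.92 under it. Over the 4384 genes that passed this filter in both comparisons, r was 0.156. In fits of all 9 libraries it was −0.0058 with limma-voom (rho −0.0556), −0.0115 with edgeR (rho −0.223) and −0.1164 with DESeq2 (rho −0.269). Without BB replicate 1, r in limma was −0.0376, without BB replicate 4 it was −0.0334, and without DB replicate 2 or 6 it was −0.1535 or −0.1406.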

In agreement with our hypothesis, we can argue that gene expression profile in adipose tissue from diabetic rats exposed to BB extract is negatively correlated with the expression of genes observed in diabetic rats. The observed alterations in gene expression in this study might be a link to the protective anti-diabetic effects of BB in other metabolic diseases. Future research is needed using this multi-omics approach including not only genomic but also studies of health effects.

## Data availability statement

All RNAseq data are available at GEO database under accession number GSE215903 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215903).

## Ethics statement

The animal study was reviewed and approved by Internal Committee of Care and Use of Laboratory Animals (CICUAL) of the Center for Research and Assistance in Technology and Design of the State of Jalisco, A.C., (CIATEJ A.C.).

## Author contributions

EL-C supported with funding acquisition, supervision, and project administration. EL-C, KD-M, YS-M, LF-Y, and EM-M contributed to the conception, study design, and edited the manuscript. KD-M, DM, and KC-J carried out experimental work, performed data analysis, interpretated the results, and edited the manuscript. All authors contributed equally and approved the final version of the manuscript.

## Footnotes

1
http://bioinformatics.sdstate.edu/go

2
https://cytoscape.org

3
https://metascape.org/gp/index.html#/main/step1

4
https://string-db.org/

5
http://userver.bio.uniroma1.it/apps/mienturnet/

6
https://amp.pharm.mssm.edu/Enrichr/

7
http://www.swissdock.ch/docking

8
https://www.uniprot.org

9
https://pubchem.ncbi.nlm.nih.gov

10
https://ctdbase.org/

## Supplementary material

Supplementary Figure 1 List of lncRNA and their fold changes modulated by anthocyanin-rich black beans extract.

How the deposited data were processed for this re-analysis (not part of the article)

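The values of 9 RNA libraries were analysed, which according to the paper are of retroperitoneal adipose tissue, 3 each of healthy rats (HE), of rats made diabetic by a high fat diet and streptozotocin (DB), and of such rats given the black bean extract (BB). The data columns end in a letter that the sources used here do not explain, so their tissue was taken from the paper and the labels and stays open. In the deposited files the authors give a normalized signal per gene and library, which is the read count divided by 1 size factor per library. Each file lists 32883 genes, of which 32606 have reads and 25 carry a date in place of a name. Whole reads were recovered by multiplying each value by that factor, and 100% of the values came out whole within 0.1 reads. Depth was 2771967 to 3542749 reads per library, apart from 12267084 in BB replicate 8. By the size factors, 1 read stands for a value of 0.672 to 0.913, or of 14.6 in BB replicate 8 although it is the deepest, and lower values cannot be resolved. The aligner, the counter and the annotation are not given in the sources used here. The submitters' processing notes name the mouse builds GRCm38 and mm10. Whether counting used strand is not given, so overlapping and antisense genes and near copies cannot be told apart, and 1194 genes have the same reads as another gene in all 9 libraries. For its own comparison the paper's methods name a t-test, fold changes and Benjamini-Hochberg adjustment. Its supplementary table gives 1 pair of values per gene and a q as small as 2.99e-87 (Mst1r). Inppl1, Rras2 and Mir615 had a q of 7.97e-36, 1.13e-21 and 2.41e-21, while other named genes, such as Ubb (0.0083), had larger ones. With 3 libraries per group, a t-test between libraries could hardly give the smallest of these. This argues against it as their source for these genes. Which test gave them was not established here.

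The design set before the data were examined called for edgeR on counts, and for limma if the files held normalized values. Since the deposited values are normalized, limma with a trend on log2(value + 1) is the test reported, in 1 fit of the 3 groups with 6 residual degrees of freedom and no covariates, over the 32334 genes with a mean of at least 1 in at least 1 group. The comparisons were BB with DB, DB with HE and BB with HE. The gene lists, the rule for named genes and the first set of alternatives, among them leaving out each library in turn, were fixed at the same time. The genes named are the 27 hub genes and 4 miRNA genes that the paper gives as changed, the 10 transcription factors that it predicts as regulators without reporting their expression, the 10 genes per comparison with the largest log2 fold change among those past the threshold whose groups do not overlap (or the 10 smallest unadjusted p-values where fewer than 10 pass), up to 4 members of each gene list with the smallest p, the 10 genes with the highest mean, and the first 10 genes of the paper's supplementary table, whose values had been seen. Other genes, among them those named only for their results without BB replicate 8, are said to be chosen after their values were seen.

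Of the 23 gene lists, the hub genes and the transcription factors of Table 1 were taken from the paper. The others were drawn up for this re-analysis and are not the paper's pathway terms. The 23 gene lists were compared with all other genes by camera with a preset correlation of 0.01, for lists with at least 5 members, with adjustment over the lists. They were tested again with an estimated correlation and with fry, which tests whether the genes of a list move on balance one way. The first set of alternatives was DESeq2 and limma-voom on the recovered reads, a gene by gene linear model, reads pooled per group without replicate error, upper-quartile and total-count scaling, no filter, at least 10 reads in every library, only the 6 libraries compared, genes with the same reads kept once, the 10 largest genes left out and a pseudocount of 0.1. Chosen after seeing the data were edgeR on the recovered reads, TMM scaling, a weight per library, and edgeR, pooled reads, the list tests and the abundance ranks without BB replicate 8. Correlations of fold changes, overlaps of calls and shares of opposite signs were set beside 100 simulations of unchanged groups. For the correlations each gene was drawn independently.

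The scripts were tested on simulated data in which 100 genes changed by a factor of 2 and 100 by a factor of 4. With all 9 libraries, limma recovered 0 and 0 of them between BB and DB among 32176 genes (edgeR 0 and 36 among 26425) and 0 and 0 between DB and HE among 32191 genes (edgeR 0 and 49 among 26417). When BB replicate 8 was left out, limma recovered 73 and 94 between BB and DB, with 15 false calls among 32396 genes, and 68 and 100 between DB and HE, with 6 false calls among 32421 genes. There edgeR recovered 71 and 88 (7 false calls among 26988 genes) and 70 and 99 (6 false calls among 27061 genes). All genes were drawn with the same dispersion, and no gene with few expected reads was changed. Apart from the shares of reads in BB replicate 8, no structure among the libraries was simulated. Recovery in the real libraries may be lower.

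Gene names are those of the files. Gene types and neighbouring genes come from the rat assembly GRCr8, which is not the build of the files and was used for no coordinates, and 18998 genes matched it by name. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6. The glucose, insulin and docking experiments were not analysed here, and the values of some single genes are not reported here.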

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

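In this part, the tests of the 10 largest genes, of an effect shared by the BB rats and of neighbouring genes, the simulated overlap and the splits of the libraries, were chosen only after the result was seen.

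All 1130 olfactory receptor genes had reads in each of the 8 libraries other than BB replicate 8, with medians of 20 to 27 reads per gene, which are signals in genes the paper does not discuss (357 of them had reads in BB replicate 8). Reads of genomic DNA, alike in every library, may lie behind this. They would leave these genes without differences between groups. In limma without BB replicate 8, 2 of 1130 (0.177%) differed between DB and HE (96 at an unadjusted p under 0.05), too few to settle it. Of all 32371 genes tested there, 219 differed (3053 at an unadjusted p under 0.05). Reads of abundant genes counted under a neighbouring gene also stay open: 3 of 50 direct neighbours of housekeeping genes, in the gene order of GRCr8, are among the 200 highest protein coding genes (one-sided Fisher's exact test, p = 0.0221, adjusted p = 0.0884 over 4 lists), against 1 of 76 for ribosomal protein genes, 3 of 99 for hepatocyte markers and 0 of 56 for adipocyte identity genes (adjusted p = 0.802, 0.233 and 1). No biological explanation was tested.

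Without BB replicate 8, 62 genes differed between the BB and HE groups in limma, 14 higher and 48 lower in BB, a comparison that the paper's methods include and its RNA-seq results do not name. Of these, 12 higher and 39 lower genes also differed in the same direction between DB and HE, where independent lists of these sizes share 0.047 and 0.165. In 100 simulations of unchanged groups that share the HE libraries, the same numbers of genes with the smallest p shared 3.58 (1 to 7) and 8.73 (3 to 17). Part of this overlap may come from the HE libraries that both comparisons share, since 3 libraries cannot be split into sets of at least 2. Only 10 splits of the libraries exist, too few for a share under 0.1. The real value is 62 and the highest of the others 2.

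BB replicate 8 lies far from the other 8 libraries, as described for the correlations between libraries. Whether a few genes taking most of the reads account for it stays open. Outside its 10 largest genes 2879126 reads remain, against 2771967 in all of the smallest other library. This cannot decide, since several of these 10 genes have the same reads. Other genes, such as Ruvbl2, also had very large values in BB replicate 8 and stay among the reads that remain. An effect of the extract shared by the BB rats is argued against as the reason, since BB replicates 1 and 4 do not stand apart. They and the HE and DB libraries correlated with each other at 0.9611 to 0.9693. Correlations of BB replicate 8 with BB replicates 1 and 4 (0.5839 and 0.5867) were no higher than the highest with a DB or HE library (0.5943, DB replicate 2). All lay between 0.5773 and 0.5943, so their order can neither show nor exclude a smaller shared effect. Few starting molecules of the same RNA, amplified many times, may be behind it and stay open: the share of genes at 0 fell with their level in the other libraries with a slope of 0.684, between the ranges set in advance for and against this cause.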

How the results depend on the processing

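The settings added later (edgeR, TMM scaling, a weight per library, and edgeR, pooled reads and list tests without BB replicate 8) are tests chosen only after the result was seen. No paired analysis was possible because the paper's groups hold different rats, and the 1 replicate number that each pair of groups shares does not pair libraries. The alternative ranking by gene length was not run, since no lengths of the files' build were used here.

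Between BB and DB, limma's 0 genes stayed 0 under every alternative fixed in advance except reads pooled per group, which hold no replicate error (29700 genes), and leaving out any 1 library gave 0. This shows little where BB replicate 8 is kept, since with all 9 libraries limma recovered 0 of 100 genes changed 4-fold in simulated data (edgeR 36). The added settings gave 1 with a weight per library, 2 with edgeR without BB replicate 8 and 1232 with pooled reads without it. Between DB and HE, the 0 genes became 24 with DESeq2 (3 higher and 21 lower in DB), 2672 with pooled reads (699 and 1973), 239 with only the 6 libraries compared (209 of them among the 219 found without BB replicate 8), and 0 to 219 on leaving out 1 library, where only BB replicate 8 moved the count. Added settings gave 125 (weights; 50 higher and 75 lower), 260 (edgeR without BB replicate 8) and 2672 (pooled reads without it). Between BB and HE, the values were 15 (DESeq2), 29783 (pooled reads), 0 to 62 (1 library left out, 62 without BB replicate 8), 41 (weights), 81 (edgeR without BB replicate 8) and 1623 (pooled reads without it). For miRNA genes, pooled reads gave 245, or 3 without BB replicate 8, and for other non-coding genes 2643, or 101. Of the 41 genes the paper names, 10 of them transcription factors it only predicts as regulators, 0 passed in any setting except pooled reads (40, or 6 without BB replicate 8). That the pooled counts exceed the others follows from their lack of a replicate error; the cause was not tested for the other settings.

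The correlation of the fold changes was −0.3074 with pooled reads, 0.1559 (reversed) over genes with at least 10 reads in every library, −0.4671 to −0.0334 on leaving out 1 library, and −0.4701 with weights. The filter of at least 10 reads selects genes with high values in BB replicate 8. With all 9 libraries Pearson's r was −0.0058 with limma-voom, −0.0115 with edgeR and −0.1164 with DESeq2, with rho at −0.0556, −0.2229 and −0.2693, and with BB replicate 8 left out it was −0.4556 with edgeR and −0.4808 with pooled reads; the cause was not tested. Of the 5 lists that camera called between BB and DB, the number was 2 with DESeq2, 2 with limma-voom, 1 with pooled reads, 2 with total-count scaling, 1 with at least 10 reads, 3 with edgeR, 3 with TMM and 0 to 5 on leaving out 1 library (3 without DB replicate 2, 0 without BB replicate 8). It was 0 with an estimated correlation and 0 with fry, with all 9 libraries and without BB replicate 8, and 0 with edgeR or pooled reads without BB replicate 8. Between DB and HE it was 0 throughout, except 1 with fry without BB replicate 8. Mitochondrially encoded genes were at the 82.8th percentile by mean value, at 56.19 by mean share of reads and at 55.75 without BB replicate 8. Of 13199 values of single genes under the alternatives, 11768 kept their sign and, like the reported value, did not pass, 698 kept their sign and passed, and 733 changed sign, such as Ubb between BB and DB from −1.49 to 0.11 without BB replicate 8. No single gene passed in limma with all 9 libraries, so no call could be lost. Scaling moved the median log2 fold change of all genes between BB and DB from −0.51 to −1.52 with total counts. Leaving out BB replicate 8 moved it to −0.0034. Depth limits low genes in the other 8 libraries, where 1 read stands for a value of 0.672 to 0.913. In BB replicate 8, the deepest, the size factor sets 1 read at 14.6.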

Differences from the paper's values

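The paper reports 566 differentially expressed genes, of which 406 are protein coding, 33 miRNA genes, 39 lncRNA genes and 3 snRNA genes. Between BB and DB, limma called 0 genes, 0 protein coding genes, 0 miRNA genes, 0 lncRNA genes and 0 snRNA genes at an adjusted p of 0.05. No alternative set before the data were examined came within 1.5 times of the first 4 of these counts. Only 1 gene tested here is typed as snRNA, so that count could not be reached, and the 108 genes typed as lncRNA may leave out others among the 7716 clone-named genes, whose types were not looked up here. DESeq2, limma-voom, the gene by gene linear model, both other scalings, both other filters and leaving out any 1 library gave 0 for each. Reads pooled per group, with no replicate error, gave 29700 genes, 18096 protein coding, 245 miRNA, 104 lncRNA and 1 snRNA gene, and without BB replicate 8, an alternative chosen after seeing the values, 1232, 770, 3, 1 and 0. That added setting called 6 of the 31 hub and miRNA genes that the paper gives as changed and dropped the rest. Among the added settings, a weight per library gave 1 gene and edgeR without BB replicate 8 gave 2.

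The supplementary table of the paper has a pair of value columns that name no group. Its largest folds past a q of 0.05 are 22.91 for the first column over the second and 13.45 for the second over the first, which match the largest rise and fall in the paper's text, so the first over the second was taken as BB over DB. This reading of the sign was chosen after seeing the values. A value counts as different where the signs differ or the gap exceeds the standard error of the log2 fold change with all 9 libraries (1.18 for Ubb, 0.79 for Mir152, 2.08 for Mir219a1 and 0.71 for Mir384), which is wide where BB replicate 8 stands apart. Mst1r, Rras2, Ins1, Inppl1 and Mir615 had the paper's sign in limma with all 9 libraries and were not different. Each of these genes differed with limma-voom and without BB replicate 1 or 4. Mst1r and Rras2 also differed with DESeq2, which gave no value for the others. With pooled reads and total-count scaling, Mst1r (−0.73 and −0.42), Rras2 (−1.29 and −1.04) and Inppl1 (−0.70 and −0.38) had the other sign. Mir615 also differed with upper-quartile scaling and without DB replicate 2. Rras2, Ins1 and Mir615 differed without BB replicate 8. For Ubb the paper's value gives 1.55, against −1.49 here. It differed in every alternative set before the data were examined that gave a value (0.11 without BB replicate 8, and none with at least 10 reads). For Mir152 the paper's value gives −1.74, against −0.53 here. It was not different with pooled reads (−1.06), without BB replicate 4 (−1.21) and with a pseudocount of 0.1 (−1.49), and differed in the other alternatives that gave a value (limma-voom and at least 10 reads gave none). For Mir219a1 the paper's value gives 0.82, against 3.03 here. This was not different with pooled reads (2.25), total-count scaling (1.05), without DB replicate 1 (2.76) and without BB replicate 8 (0.12), and differed in the others, where DESeq2 gave no value. For Mir384 the paper's value gives 0.30, against 1.03 here, and it was not different with DESeq2 (0.84), without DB replicate 2 (0.66) and without BB replicate 8 (0.36), and differed in the others, where limma-voom and at least 10 reads gave no value.

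The paper states that miRNA genes including Mir615, Mir152, Mir219a1 and Mir384 and the hub genes changed with the extract. Of these 31 hub and miRNA genes, 0 passed in limma, 30 passed with pooled reads and 6 with pooled reads without BB replicate 8. The paper states that regulation of NF-kB signalling was higher in DB and lower in BB. The legend of Figure 4 names no reference group for DB, and HE was taken as it. Here 23 of 36 NF-kB genes had a log2 fold change above 0 in DB compared with HE (adjusted p = 0.918 in camera) and 11 of 36 in BB compared with DB (adjusted p = 0.944). The median in BB compared with DB was −0.35, against −0.51 for all genes, and −0.04 without BB replicate 8. The paper lists insulin secretion and cell-substrate junction assembly as higher in BB. Here 10 of 27 insulin secretion genes and 9 of 29 matrix and junction genes were above 0, and neither list passed in camera (adjusted p = 0.582 and 0.762). Their medians of −0.32 and −0.21 lie above the −0.51 of all genes, and camera leaned upward for both. With BB replicate 8 left out the medians were −0.05 and −0.06. The ER and the insulin and PI3K lists, which the paper also gives as higher in BB, passed in camera (adjusted p = 0.0426 and 0.0259) and not with an estimated correlation (adjusted p = 0.257 for both). The paper argues that expression in BB rats was negatively correlated with that in DB rats, and its text gives no coefficient. For the fold changes of BB against DB and those of DB against HE, r was −0.0876, where simulated unchanged groups that share the DB libraries gave −0.137 (−0.1495 to −0.1204). When BB replicate 8 was left out, r was −0.467 against a simulated −0.4505 (−0.4644 to −0.4348), and the covariance −0.0546 against −0.0472 (−0.0493 to −0.0449). Both were more negative than in any simulation, while Spearman's rho was −0.432 against a simulated −0.443, which is less negative. The simulations draw each gene independently. Their ranges leave out genes that move together, so they cannot show an excess over unchanged groups. Over genes with at least 10 reads in every library, a filter that selects genes with high values in BB replicate 8, r was 0.156.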

Other observations

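In this part, the edgeR and list tests without BB replicate 8, the splits of the libraries and both tests on the paper's supplementary table were chosen only after the result was seen.

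Without BB replicate 8, Slc5a6, the multivitamin transporter, was lower in BB than in HE rats (log2 fold change −1.32, SE 0.14, adjusted p = 1.75e-04 in limma), as were Nradd (−1.70, SE 0.21, adjusted p = 4.6e-04) and Scd (−0.83, adjusted p = 0.046). Ndc1, a protein of the nuclear pore, had a value of 218 ± 34.4 (SD, n = 3) in HE and was lower in BB by a log2 fold change of −1.44 (SE 0.16, adjusted p = 2.4e-04 in limma). Itga4, an integrin of leukocytes, and Ago4, an Argonaute protein, had log2 fold changes of −1.06 and −1.42 (adjusted p = 0.0020 and 0.0018 in limma). Alb and Ehhadh, which were lower in DB than in HE, had log2 fold changes of −0.30 and −0.27 between BB and HE that did not pass (adjusted p = 0.751 and 0.797). Slc5a6, Ndc1 and Alb were chosen after their values were seen. As lists, the 13 mitochondrially encoded genes were higher in BB than in HE (adjusted p = 0.0307 in camera, 11 above 0, median 0.30; adjusted p = 0.905 with an estimated correlation and 0.731 in fry). The 24 lipid synthesis genes were lower (adjusted p = 0.0307 in camera, 7 above 0, median −0.09; adjusted p = 0.509 with an estimated correlation and 0.0306 in fry), with 1 member past the threshold and 2 when adjusted over the list alone. These lists were not past the threshold between DB and HE in camera (adjusted p = 0.370 and 0.0809), while fry called lipid synthesis lower in DB (adjusted p = 0.0254; adjusted p = 0.573 in camera with an estimated correlation), and the difference was not tested. The lipid synthesis genes had a median of −0.16 between BB and HE with all 9 libraries, where camera leaned upward (adjusted p = 0.771) and fry called them lower (adjusted p = 0.0045). In that fit camera called 5 lists, each higher in BB than in HE: the mitochondrially encoded genes (adjusted p = 1.6e-09), the hub genes (9.6e-06), insulin and PI3K signalling (0.0194), ER genes (0.0379) and the transcription factors of Table 1 (0.0423). With an estimated correlation the adjusted p was 0.381, 0.381, 0.2195, 0.2195 and 0.266, and in camera without BB replicate 8 only the mitochondrially encoded genes passed among these 5.

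With all 9 libraries, the 13 mitochondrially encoded genes were higher in BB than in DB (adjusted p = 7.5e-09 in camera, 13 above 0, median log2 fold change 1.38; adjusted p = 0.361 with an estimated correlation), and without BB replicate 8 the median was 0.09 (adjusted p = 0.957). The 10 transcription factors of Table 1, which the study predicted from its differentially expressed genes and did not report as changed, also passed (adjusted p = 0.0426 in camera, 8 above 0, median 0.15; adjusted p = 0.267 with an estimated correlation), with a median of 0.04 without BB replicate 8. Among their genes, the log2 fold changes with all 9 libraries were 0.01 for Gata2, 0.16 for Pou2af1, 0.13 for Irf3, 0.07 for Gata1, 0.98 for Rest, 1.78 for Nr2f2, −0.58 for Ppara and −1.81 for Bcl3, each with an adjusted p of 0.53 in limma. The mean of the list was 0.21 with all 9 libraries and 0.02 without BB replicate 8. The other lists did not pass between BB and DB in camera. Their adjusted p was 0.448 for adipocyte markers and lymphocyte markers, 0.237 for lipid synthesis, 0.151 for adipogenesis, 0.836 for neuron and testis genes, and 0.944 for housekeeping, ribosomal protein, fatty acid oxidation, macrophage, endothelial, stromal and mesothelial, skeletal muscle, kidney and adrenal, and erythroid genes. Between DB and HE no list passed, and the adjusted p was lowest for lipid synthesis (0.433) and stromal and mesothelial markers (0.705).

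For comparisons of 3 libraries with 3, or of 2 with 3 where BB replicate 8 is left out, only 10 splits of the libraries exist, too few for a share under 0.1. With all 9 libraries the real count of genes was 0 in each comparison, and the highest of the other splits 0, also for miRNA genes and other non-coding genes. For the lists the real number between BB and DB was 5 and the highest other 5, a number that 2 of the 10 splits reached, and between DB and HE the real number was 0 and the highest other 1. Without BB replicate 8 the real count between DB and HE was 219 and the highest other 1. Between BB and DB it was 0, and the split of DB replicate 2 and BB replicate 4 against DB replicates 1 and 6 and BB replicate 1 gave 125 genes, which may point to a structure of the samples that was not tested.

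The copy of the paper's supplementary table used here holds the first 1998 of 32882 genes, 565 of them with a q under 0.05, and its values differ from those of the deposited libraries. The same reads, summed per group under another scaling, are argued against, since 23 of 23 genes at 0 in a column of the table have reads in all 3 deposited groups. Reads were summed over the libraries of a group here. A column drawn from a single library could still hold such a 0, so that case stays open. The columns may hold another tissue of the same rats, given their unexplained letter code. Without BB replicate 8, adipocyte identity genes had a median percentile 0.77 points above that of hepatocyte markers (75.42 and 74.65), which leaves this open, and no biological explanation was tested.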
